# A cochlear progenitor pool influences patterning of the mammalian sensory epithelium via MYBL2

**DOI:** 10.1242/dev.202635

**Published:** 2024-09-10

**Authors:** Caryl A. Young, Emily Burt, Vidhya Munnamalai

**Keywords:** Cochlea, Sensory epithelium, Progenitors, Boundary, Support cells

## Abstract

During embryonic development, Wnt signaling influences both proliferation and sensory formation in the cochlea. How this dual nature of Wnt signaling is coordinated is unknown. In this study, we define a novel role for a Wnt-regulated gene, *Mybl2*, which was already known to be important for proliferation, in determining the size and patterning of the sensory epithelium in the murine cochlea. Using a quantitative spatial analysis approach and analyzing *Mybl2* loss-of-function, we show that *Mybl2* promoted proliferation in the inner sulcus domain but limited the size of the sensory domain by influencing their adjoining boundary position via *Jag1* regulation during development. *Mybl2* loss-of-function simultaneously decreased proliferation in the inner sulcus and increased the size of the sensory domain, resulting in a wider sensory epithelium with ectopic inner hair cell formation during late embryonic stages. These data suggest that progenitor cells in the inner sulcus determine boundary formation and pattern the sensory epithelium via MYBL2.

## INTRODUCTION

The sensory epithelium of the cochlea, the organ of Corti, has a highly specialized organization containing one row of sound-detecting inner hair cells (IHCs) and three rows of sound-amplifying outer hair cells (OHCs) across its radial axis. Its proper organization confers auditory processing by guiding afferent and efferent innervation to target IHCs and OHCs. The sensory epithelium is flanked by the inner sulcus (IS) (also known as Kölliker's organ during development) along the medial edge of the cochlea, and outer sulcus (OS) epithelia on the lateral edge of the organ. Proper innervation of the sensory epithelium is dependent on the correct placement of epithelial boundaries. However, the molecular mechanisms that determine boundary formation are unclear. Several studies suggest that multiple signaling pathways influence the formation of the medial versus the lateral compartments and domains of the cochlea (Basch et al., 2016; Ellis et al., 2019; Hayashi et al., 2007; Huh et al., 2012; Hwang et al., 2010; Jansson et al., 2019; Munnamalai and Fekete, 2016, 2020; Munnamalai et al., 2012; Ohyama et al., 2010; Oliver et al., 2021; Petrovic et al., 2015).

Our previous studies have shown that, during development, Wnt signaling specified neural cell fates in the chicken cochlea, or influenced the formation of the medial compartment, which we define here as comprising the developing IS and the medial sensory (MS) domains in the mouse cochlea (Munnamalai and Fekete, 2016; Munnamalai et al., 2017; Oliver et al., 2021). We have also shown that the Wnt secretion enzyme PORCN was enriched on the medial half of the cochlea between mouse embryonic day (E)13.5 and E14.5 (Oliver et al., 2021) when the IS, MS, lateral sensory (LS) and OS domains were established; thus, WNT ligand secretion is optimally positioned to promote the formation of the medial IS and MS domains, especially because WNTs are classical short-range morphogens (Routledge and Scholpp, 2019). In the intestine, WNTs are secreted from the progenitor niche and are only dispersed via cell division (Farin et al., 2016). As in several developing systems, activation of Wnt signaling in the cochlea stimulated cell cycle re-entry (Jacques et al., 2012; Liu et al., 2022a; Samarajeewa et al., 2018, 2019). Several studies have shown that Wnt signaling also regulates *Jag1* or *Serrate1* expression in the mouse and chicken cochleas, respectively, which suggests that there is conservation in Wnt signaling (Jacques et al., 2012; Munnamalai and Fekete, 2016; Munnamalai et al., 2017). How the Wnt pathway regulates both proliferation and sensory specification simultaneously is unknown.

Our recent studies have shown that the SOX2-positive sensory domain undergoes refinement to be repositioned medially on E12.5 to the center of the cochlear duct floor by E14.5 (Thompson et al., 2023). The SOX2-positive sensory domain will continue to form the sensory epithelium. Upon differentiation, support cells retain SOX2 expression, whereas the hair cells (HCs) do not (Dabdoub et al., 2008). During early otic stages, the Wnt pathway positions the neurosensory domain in the inner ear (Żak and Daudet, 2021). Similarly, in this study, we investigate potential molecular mechanisms via an uncharacterized gene in the cochlea, *Mybl2*, by which the Wnt pathway can simultaneously regulate proliferation in the IS domain and determine the size of the JAG1-mediated, SOX2-positive sensory domain in the developing mouse cochlea by influencing their adjoining boundary on E14.5.

## RESULTS

To determine how the Wnt pathway influences boundary formation between the IS and the sensory domains, we compared the relative spatial position of the prosensory domain on E12.5 and E14.5 by immunolabeling for JAG1 and SOX2 (Fig. 1A-D). On E12.5, JAG1 was positioned on the medial edge of the cochlea (Fig. 1A). As JAG1-Notch signaling regulates SOX2 expression and sensory epithelial formation (Kiernan et al., 2001, 2006), the SOX2-positive sensory domain was also located medially (Fig. 1B). By E14.5, both JAG1 and SOX2 expression were refined to the center of the cochlear duct floor (Fig. 1C,D). How the medial JAG1, SOX2-positive sensory boundary is redefined during development is unknown. To determine the spatial relationship between Wnt signaling via PORCN expression and Wnt-regulated JAG1 expression on E14.5, we spatially analyzed PORCN, JAG1 and E-cadherin by co-immunolabeling E14.5 cochlear sections. PORCN was enriched in the medial half of the cochlea, and JAG1 was expressed within the PORCN domain (Fig. 1E). However, JAG1 expression was absent in the medial region where PORCN expression was present (Fig. 1E, arrow). As expected at this stage, E-cadherin was enriched in the LS domain (Fig. 1F) (Chacon-Heszele et al., 2012; Whitlon, 1993), where JAG1 was absent. Quantitative spatial profiling (Fig. 1G) revealed that, although JAG1 lies within the PORCN domain, there must be an unknown factor that suppressed JAG1 expression in the IS domain. Spatial analysis also supported that the LS domain showed neither PORCN nor JAG1 expression, where E-cadherin expression peaked (Fig. 1G).

**Fig. 1.**
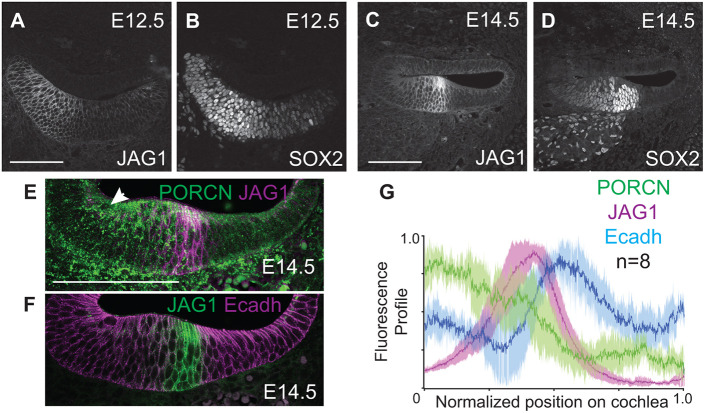
**The sensory domain is refined between E12.5 and E14.5.** (A,B) JAG1 and SOX2 were enriched at the medial edge of the cochlear duct on E12.5. (C,D) By E14.5, JAG1 and SOX2 were centrally repositioned. (E) PORCN was enriched in the medial half of the cochlea. JAG1 was expressed within the PORCN domain on E14.5. Arrow shows the absence of JAG1 in the IS domain. (F) JAG1 and E-cadherin have complementary, non-overlapping expression on E14.5. (G) Spatial profile analysis of PORCN, E-cadherin and JAG1 expression on E14.5 (*n*=8 cochleas). Scale bars: 100 μm.

Studies showed that *Jag1*, a direct Wnt target gene in hair follicles (Estrach et al., 2006), was positively regulated by Wnt activation in E12.5 cochleas (Jacques et al., 2012; Munnamalai and Fekete, 2016). Temporal positive Wnt regulation of *Jag1* was consistent on E12.5 when we analyzed JAG1 expression in *Emx2Cre;*β*-catenin* (β-*cat*; also known as *Ctnnb1*) conditional knockout (cKO) cochleas (Fig. S1) as *Emx2* was expressed in the cochlea by E12.5 (Holley et al., 2010) (Fig. S1A). In control cochleas, JAG1 was expressed medially, but was downregulated in *Emx2Cre;*β*-cat* cKOs (Fig. S1B,C). Total JAG1 fluorescence decreased by 71±8.8% (mean±s.e.m., *P*-value=1.04e-7) in the *Emx2Cre;*β*-cat* cKOs relative to littermate controls (Fig. S1D). However, by E14.5 JAG1 was no longer expressed at the medial edge, despite the expression of PORCN (Fig. 1E,G), which suggested that PORCN/WNT regulation of JAG1 expression was dynamic (Munnamalai and Fekete, 2013, 2016; Oliver et al., 2021). This observation was consistent with our previous studies showing that *Jag1* responsivity to Wnt activation was dependent on the developmental stage. A 6 h treatment of E12.5 cochleas *in vitro* by CHIR99021, a GSK-3β inhibitor that activates the Wnt pathway, showed an upregulation of *Jag1*. However, when explants were treated 1 day later, *Jag1* expression was suppressed (Munnamalai and Fekete, 2016).

To determine whether JAG1 was dynamically regulated by the Wnt pathway in a spatiotemporal manner, we used *Isl1Cre* to induce later β*-cat* cKO compared with *Emx2Cre. Isl1Cre*-mediated Tdt (tdTomato) expression was not present on E12.5 but was strongly expressed in the mid turn by E14.5 (Fig. S2). Next, we analyzed JAG1 expression in E14.5 *Isl1Cre*;β*-cat* cKO cochleas (Fig. 2), the stage at which the JAG1/SOX2-positive sensory domain was refined away from the medial edge (Fig. 1C,D). In the E14.5 control cochlea, the JAG1-positive MS domain was centrally positioned in the cochlear duct floor (Fig. 2A), whereas E-cadherin was enriched in the LS domain (Fig. 2A″). In E14.5 *Isl1Cre*;β*-cat* cKO cochleas (Fig. 2B), JAG1 expression was not reduced compared with E12.5 *Emx2Cre;*β*-cat* cKO cochleas (Fig. S1). We quantified the temporal impact of β*-cat* cKO between E13.5 and E14.5 using *Isl1Cre* by measuring the widths of the radial domains in the E14.5 cochlea. To determine how each domain was influenced by temporal deletion of β*-cat* on E13.5, we measured the total radial width of the cochlea, the radial widths of the medial and lateral compartments, and the radial widths of IS, MS, LS and OS domains (Fig. 2C). The MS domain was measured using JAG1 as a marker and the IS domain width was measured from the medial boundary of the MS domain to the medial luminal edge of the cochlea. The LS domain was measured using E-cadherin and SOX2, and the OS domain was measured from the lateral SOX2 boundary to the lateral luminal edge of the cochlea. The total radial width of E14.5 control cochleas was 192.2±3.12 μm, whereas the total radial width of E14.5 *Isl1Cre*;β*-cat* cKO cochleas was significantly decreased to 177.9±3.42 μm (*P*-value=4.88e-5) (Fig. 2D). The medial and lateral compartments did not significantly change in *Isl1Cre*;β*-cat* cKO cochleas relative to controls (Fig. 2E,F). The IS and MS domains were measured and normalized to the width of the medial compartment (IS+MS). The IS domain was larger and occupied 71±3% of the medial compartment, whereas the MS domain occupied 29±3% of the medial compartment in control cochleas (Fig. 2G,H). In *Isl1Cre*;β-*cat* cKO cochleas, the IS domain was decreased in size to occupy 52±4% of the medial compartment, whereas the MS domain expanded to occupy 48±4% of the medial compartment (*P*-value=2.02e-6) (Fig. 2G,H). Thus, there was a significant increase in the size of the JAG1-positive MS domain in *Isl1Cre*;β-*cat* cKO cochleas compared with controls. This was also evident from the increase in the region in which E-cadherin expression was absent in the MS domain (Fig. 2B″). The widths of the LS and OS domains were not significantly different between control and *Isl1Cre*;β*-cat* cKO cochleas (Fig. 2I,J). The increase in size of the MS domain was at the expense of the IS domain on E14.5. This led us to hypothesize that there was a Wnt-regulated gene expressed in the IS domain on E14.5 that suppressed the expression of JAG1 to drive the refinement of JAG1 from the medial edge on E12.5 to the center of the cochlear duct floor on E14.5. As cells continue to proliferate in the IS domain, we also analyzed proliferation by immunolabeling control and *Isl1Cre;*β-*cat* cKO cochleas with Ki67, a proliferation marker (Fig. S3). There was a 24±5% (*P*-value=0.009) decrease in Ki67 fluorescence in the *Isl1Cre;*β-*cat* cKOs.

**Fig. 2.**
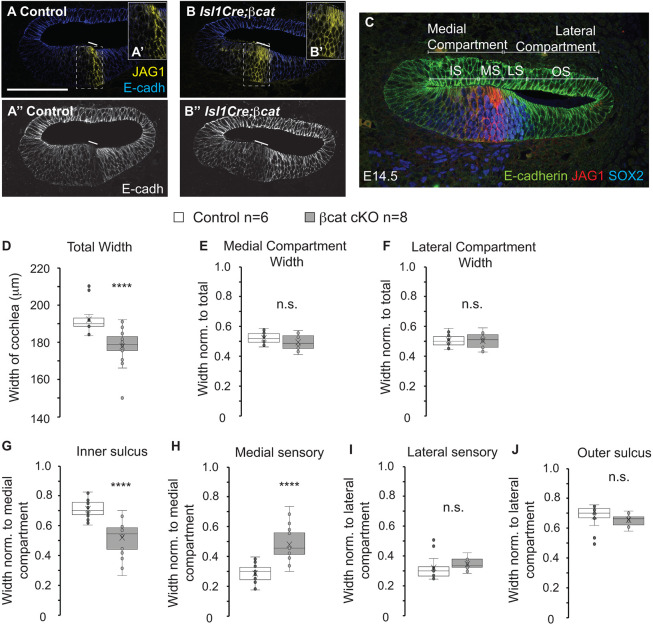
**JAG1 is spatiotemporally regulated by Wnt signaling.** (A) Immunolabeling for JAG1 and E-cadherin in E14.5 control cochlea. (A′) High magnification of MS domain (dashed boxed area in A). (A″) E-cadherin was absent in the MS domain and enriched in the LS domain. (B) JAG1 expression in *Isl1Cre*;β*-cat* cKO cochlea on E14.5 was expanded. (B′) High magnification of expanded MS domain (dashed boxed area in B). (B″) E-cadherin was downregulated in the region of JAG1 expansion. Solid lines in A,A″,B,B″ mark the MS domain. (C) Indication of domains and markers used. JAG1 labels the MS domain and defines the IS-MS boundary. E-cadherin is enriched in the LS domain. SOX2 is enriched in the sensory domain (MS+LS). The lateral boundary of SOX2 and E-cadherin segregate the LS and OS domains. (D-J) Quantification of domain sizes in control and *Isl1Cre;*β*-cat* cKOs on E14.5 (control: *N*=6, *n*=15 sections; β*-cat* cKO: *N*=8, *n*=19 sections). ****P<1e-4 (two-tailed Student's *t*-test was performed for each quantification and Bon Ferroni correction factor was applied for multiple comparisons for determining significance). n.s., not significant. (D) Total width: *P*-value=4.88e-5. (E) Medial compartment width: *P*-value=0.08. (F) Lateral compartment width: *P*-value=0.89. (G) Inner sulcus: *P*-value=2.02e-6. (H) Medial sensory: *P*-value=2.02e-6. (I) Lateral sensory: *P*-value=0.21. (J) Outer sulcus: *P*-value=0.21. Box plots show median values (middle bars), mean (X), and first to third interquartile ranges (boxes); whiskers indicate 1.5× the interquartile ranges; dots indicate data points and whiskers indicate standard deviation. Scale bar: 100 μm (for A-C).

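Polyadenylated RNA from cultured Swiss Webster cochlear explants was sequenced after 6 h in 10 μM CHIR99021, an inhibitor of GSK3 that stabilises β-catenin and so activates Wnt signalling, and from control explants. The labels name the source as E14.0 cultures and describe E12.5 cochleas taken to culture day 1 before the treatment. Each group held 4 libraries, numbered 1 to 4, of which 2 are labelled female and 2 male. The authors mapped the reads to the mouse genome GRCm38 with HISAT2 and deposited CPM, each gene's reads scaled to the library total, for 42775 genes, of which 15944 were at 0 in the 8 libraries. Each library's CPM are multiples of 1 step, the CPM of a single read, so the reads per gene could be recovered to within 0.001 read for 100% of the values. The reads the authors assigned numbered 66483661 to 89269187 per control library and 64905007 to 75434130 per CHIR99021 library, so that 1 read was worth 0.0112 to 0.0154 CPM. The groups were compared with limma on log2(CPM + 1) over the 14264 genes with a mean CPM of at least 1, and p-values were adjusted by Benjamini-Hochberg over those genes. Fold changes are on this scale, which makes them smaller than ratios of CPM for genes of low expression. The first principal component, with 48.7% of the variance, parted the CHIR99021 libraries from the controls. The second, with 16.8%, parted replicates 1 and 4 of both groups from replicates 2 and 3. Those 4 samples had a read for 22838 to 24249 genes and the other 4 samples for 20301 to 20698, and each side holds 2 libraries of each group. The treatment was therefore also tested within each side, a choice made after seeing the data.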

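Wnt target genes that encode feedback inhibitors of the pathway, such as Axin2, Nkd1, Notum and Znrf3, rose, as did Lgr5, a marker of progenitors. Of 27 measured genes listed as Wnt targets, 18 were higher and 2 lower in CHIR99021 at an adjusted p under 0.05 from limma (19 higher and 3 lower when adjusted over the list alone). Genes for Wnt ligands, receptors and secretion went both ways, with 5 of 31 higher and 11 lower (5 and 11 over the list alone after the same test; camera adjusted p = 0.746). Markers of prosensory cells mostly fell or did not pass the test, while the Notch ligand gene Jag1 rose. Most markers of cartilage and glia that passed the test fell in the same explants, as did most of those of neurons.
Axin2 encodes a scaffold of the complex that degrades β-catenin and is a common readout of the pathway. It lies on chromosome 11 of GRCm38 (ENSMUSG00000000142) and rose from 87.8 ± 9.99 CPM (SD, n = 4) in control to 266 ± 20.2 CPM (SD, n = 4). This is a log2 fold change of 1.59 (standard error 0.084, adjusted p = 8.32e-07 from limma). Nkd1, an inhibitor of Dishevelled, rose from 121 ± 16.5 to 572 ± 43.1 CPM (SD, n = 4 each), a log2 fold change of 2.24 (standard error 0.093, limma adjusted p = 2.27e-07). Sp5, a transcription factor gene that β-catenin induces directly, rose by 2.28 on the log2 scale, from 28.0 ± 4.48 to 139 ± 17.1 CPM. Notum, an extracellular enzyme that inactivates Wnt ligands, rose by 1.90, and Znrf3, a ubiquitin ligase that removes Wnt receptors from the membrane, by 1.19. Lgr5, a receptor for R-spondins, rose from 33.5 to 143 CPM (log2 fold change 2.07). Camera placed the Wnt targets above other genes (adjusted p = 3.82e-12 at a preset correlation of 0.01). Its adjusted p = 0.199 with an estimated correlation between the genes. A correlation between members also bears on how many pass together, so their count does not escape that limit. Over all 14264 genes tested, 1753 were higher and 3052 lower, as a scale for the counts of list members.
Of the genes of ligands and receptors, Fzd10, a receptor, rose from 31.9 ± 2.89 to 101 ± 15.0 CPM (SD, n = 4 each; log2 fold change 1.62). Wnt6, a ligand, rose from 1.97 ± 0.630 to 6.46 ± 0.859 CPM (1.35), and Ror2, a receptor of WNT5A, from 40.2 to 79.0 CPM (0.96). Rspo2, which encodes a secreted enhancer of Wnt signalling, fell from 46.0 ± 6.83 to 22.7 ± 3.75 CPM (-0.99, limma adjusted p = 0.000199). Porcn, which encodes the enzyme that acylates Wnt ligands for secretion, had a log2 fold change of -0.08, which did not pass the test and turned to 0.034 without CHIR99021 replicate 3. In the complex that relays the signal, 4 of 17 genes rose and 6 fell (5 and 5 after TMM scaling; camera adjusted p = 0.535). Of the genes whose proteins bind DNA with β-catenin, Tcf7 and Lef1 rose by 1.70 and 0.81, while Tcf7l1 and Tcf7l2 fell by 0.43 and 0.50. Apc2, of the degrading complex, fell by 0.62. Ctnnb1, which encodes β-catenin itself, had a log2 fold change of -0.02, which did not pass the test and turned to 0.039 after TMM scaling.
Of 18 prosensory genes, 3 rose and 7 fell (3 and 8 when adjusted over the list alone; camera adjusted p = 0.633). Isl1, a transcription factor gene of the sensory domain and of neurons, fell from 118 ± 6.56 to 64.4 ± 5.19 CPM (-0.86, SD, n = 4 each, limma adjusted p = 8.89e-06). Sox2, which is needed for the prosensory domain to form, fell by 0.38 on the log2 scale (adjusted p = 0.0111). Within replicates 1 and 4 alone Sox2 had -0.14 (adjusted p = 0.248). Of 22 Notch pathway genes, 3 rose and 7 fell (camera adjusted p = 0.633), and after TMM scaling 3 rose and 4 fell. Hes1, an effector of Notch, rose by 0.43, and Numbl, an inhibitor of the pathway, fell by 0.70.
Over the genes tested, 4805 passed an adjusted p of 0.05, 1753 higher and 3052 lower in CHIR99021. Of these, 36.5% were higher, against 50.8% after TMM scaling (2442 higher and 2361 lower), a setting added after seeing the data. With a log2 fold change over 0.5 in size, 421 genes were higher and 1271 lower, against 587 and 1010 after TMM scaling and 693 and 1266 with edgeR on the recovered reads. The libraries of the groups did not overlap for 4757 genes, which is 33.3% of those tested, where chance gives 2.86%. Within replicates 1 and 4 alone 3306 genes passed, and within replicates 2 and 3 alone 1656. A quasi-likelihood test of edgeR on the recovered reads called 4600 of 18116 genes, 2324 higher and 2276 lower. The largest rise among genes whose libraries did not overlap was that of Emilin3, an extracellular matrix glycoprotein gene (6.50 to 47.2 CPM, log2 fold change 2.68). The 10 largest rises also held Edar, a receptor gene of the TNF family (1.83), Emilin2, a paralog of Emilin3 (1.82), Slc7a8, an amino acid transporter gene (1.79), and Ccdc141 (1.76), of a coiled-coil protein. The largest falls were those of Frat1 (-2.26), which encodes an inhibitor of GSK3, and Klhl24 (-2.15), which encodes an adaptor of a ubiquitin ligase. The channel genes Grin2a (-2.13) and Kcnj16 (-1.92), Crebrf (-2.12), a regulator of the stress response, Adck3 (-2.11), of coenzyme Q synthesis, and the endothelin gene Edn1 (-2.04) followed, with the integrin gene Itga4 (-1.96) and the bone matrix gene Dmp1 (-1.94).

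**Figure D1:**
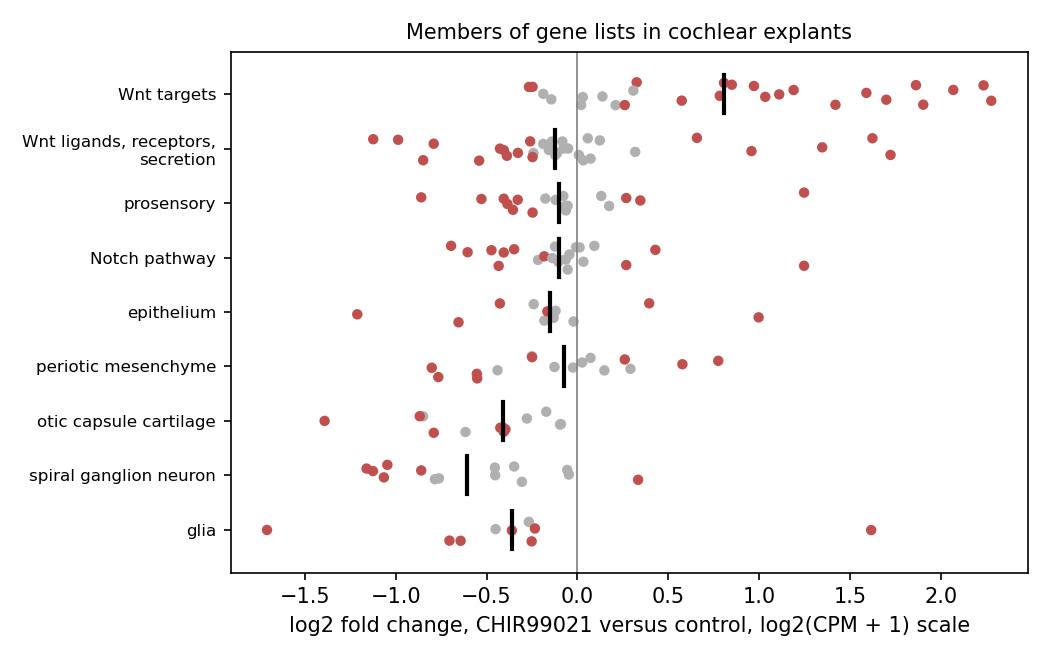
Log2 fold change in CHIR99021 versus control explants on the log2(CPM + 1) scale (horizontal axis) of each measured gene of 9 gene lists (vertical axis). Red points passed an adjusted p of 0.05, grey points did not, and black bars are the medians of the lists; the Wnt targets reach 2.28 (Sp5), and after TMM scaling fewer Notch pathway genes, 4, were lower.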

To identify a potential Wnt-regulated gene, we performed RNA-sequencing on E14.0 cochleas that were treated with CHIR99021 for 6 h. 

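Among transcription factor genes that changed by more than 0.5 on the log2 scale, more fell than rose after 6 h of CHIR99021. The largest rises included those of Sp5, of Tcf7 and Lef1, whose proteins bind DNA with β-catenin, and of the MSX homeodomain genes. E2f1 and E2f3, which drive entry into S phase, rose less. The set was taken by symbol, as the 888 measured genes that match any of 33 name patterns of transcription factor families. It stands in for the paper's set, which its text does not list, and a matching name does not prove the function. Of the 888, 82 were higher and 279 lower at an adjusted p under 0.05 from limma. A total of 23 were higher and 109 lower by more than 0.5, where all 14264 genes tested held 421 and 1271. After TMM scaling the transcription factor genes numbered 32 and 90, and the 32 held all 23.
Msx1, a homeodomain gene that BMP and Wnt signals induce, rose from 10.8 ± 1.75 CPM (SD, n = 4) in control to 41.8 ± 4.94 CPM (SD, n = 4) in CHIR99021. Its log2 fold change was 1.86 (standard error 0.12, adjusted p = 3.09e-06 from limma). Its paralog Msx2 rose from 11.5 ± 2.80 to 23.3 ± 4.11 CPM, by 0.97 on the log2 scale. Tcf7, which binds DNA together with β-catenin, rose from 21.2 ± 1.36 to 71.2 ± 2.35 CPM (SD, n = 4 each). Lef1, of the same family, rose from 102 ± 7.04 to 180 ± 4.21 CPM. Rel, a subunit of NF-κB, rose from 8.55 ± 1.01 to 18.0 ± 0.979 CPM (log2 fold change 0.99, limma adjusted p = 3.54e-05). Dlx1, a homeodomain gene, rose from 3.53 ± 0.685 to 7.75 ± 1.77 CPM (0.94), and Zfp503, a zinc finger gene, from 18.8 ± 1.34 to 33.2 ± 1.33 CPM (0.79). Prrx1, a marker of mesenchyme, rose from 180 ± 23.3 to 308 ± 25.9 CPM (0.78). Egr1, an immediate early gene, rose from 70.2 ± 11.9 to 126 ± 40.6 CPM (0.79, limma adjusted p = 0.00854), and its libraries overlapped between the groups.
Runx2, of bone and cartilage differentiation, rose by 0.76 and Ascl4, a basic helix-loop-helix gene, by 0.69. Atoh1, which starts hair cell differentiation, had 1.80 ± 0.248 CPM in control and 3.39 ± 1.28 CPM in CHIR99021 (0.61, limma adjusted p = 0.0341). The libraries of the groups overlapped for Atoh1, and the adjusted p of Atoh1 was 0.0785, 0.0642 and 0.0658 without control replicate 1, 3 or 4. It was 0.0565, 0.0702 and 0.0886 without CHIR99021 replicate 1, 2 or 4. E2f3 rose by 0.59, E2f1 by 0.58 and Etv5, a target of FGF signalling, by 0.52. The smallest rise over 0.5 was that of Foxn2 (0.50). Among the transcription factor genes that fell were Nkx3-2 (-1.98), of cartilage formation, and Emx2 (-0.84), which sets the orientation of hair cells and fell from 44.6 ± 3.67 to 24.6 ± 2.93 CPM (SD, n = 4 each).
Within replicates 1 and 4 alone 30 genes rose by more than 0.5, and within replicates 2 and 3 alone 14. The recovered reads gave 39 with edgeR and 41 with DESeq2.

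**Figure D2:**
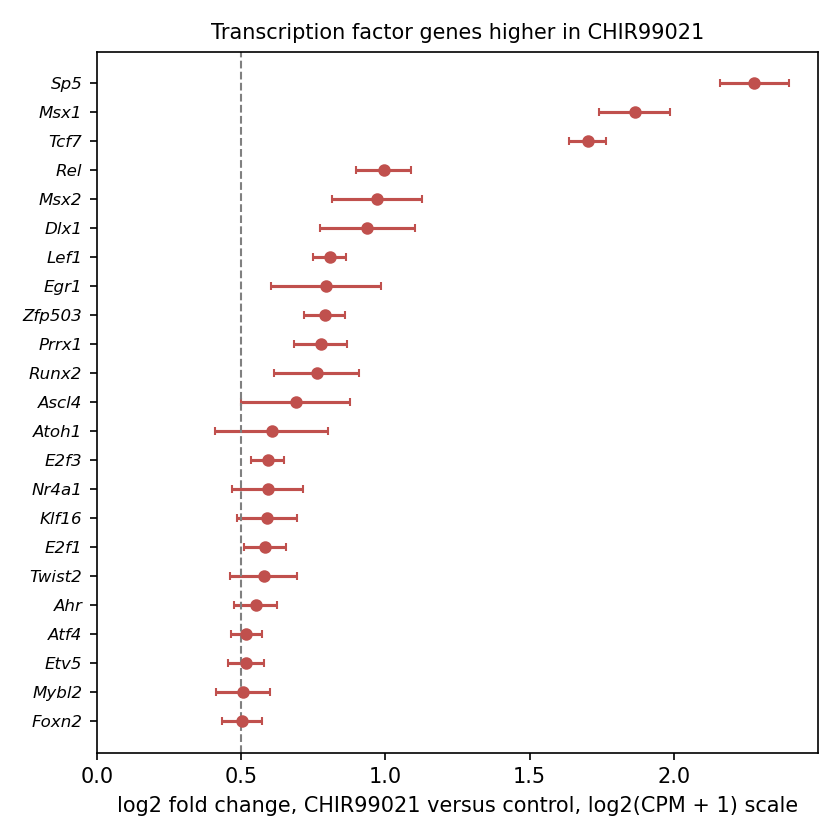
Log2 fold change of the 23 transcription factor genes higher in CHIR99021 than in control by more than 0.5 (horizontal axis, log2(CPM + 1) scale), each on its own line. Points are estimates from 4 libraries per group, bars are standard errors, and the dashed line marks 0.5; Sp5 is highest at 2.28 and Foxn2 lowest at 0.50.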

We isolated genes encoding transcription factors with a log-fold change greater than 0.5 and examined their spatial expression using *in-situ* hybridization in E14.5 cochlear tissue. Consistent with PORCN expression on E14.5, *Mybl2* encoded a transcription factor that was expressed on the medial side of the cochlea, where PORCN expression was the highest. MYBL2 is known for its role in regulating the cell cycle during development and disease (Liu et al., 2022b; Musa et al., 2017; Papetti and Augenlicht, 2011; Ward et al., 2018).

To determine whether the Wnt pathway spatially regulates *Mybl2* expression, we performed quantitative spatial analysis by immunolabeling for PORCN and *in-situ* hybridization of *Mybl2* on E14.5 wild-type cochleas (Fig. 3). PORCN was restricted to the medial half of the cochlea on E14.5 (Fig. 3A), and *Mybl2* was enriched on the medial side of the cochlear duct floor (Fig. 3B). We compared the spatial profiles of both PORCN and *Mybl2* and found that *Mybl2* lies within the PORCN expression domain (Fig. 3C), supporting that Wnt can spatially regulate *Mybl2* expression in the cochlea during development. To verify this, we examined *Mybl2* expression using *in-situ* hybridization in E14.5 *Isl1Cre*;β*-cat* cKO cochleas (Fig. 3D,E). *Mybl2* expression was present in controls (Fig. 3D, dotted lines and arrowhead), but absent in *Isl1Cre*;β*-cat* cKO cochleas (Fig. 3E, arrowhead). Therefore, Wnt signaling promoted the expression of *Mybl2* in the medial side of the cochlea.

**Fig. 3.**
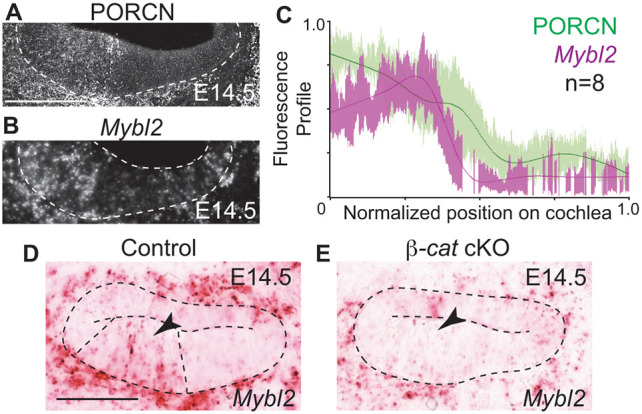
**The Wnt pathway regulates *Mybl2* in the cochlea.** (A) Immunolabeling of PORCN on E14.5 was enriched medially in wild-type cochlea. (B) *Mybl2* expression in E14.5 wild-type cochlea. (C) Quantitative spatial profile comparing PORCN and *Mybl2* expression on E14.5 (*n*=8 cochleas). (D,E) *Mybl2* expression in control E14.5 cochlea (D) and *Is1lCre;*β*-cat* cKO cochlea (E) on E14.5. Arrowhead indicates region of *Mybl2* expression. Dashed lines indicate the cochlear epithelium. Scale bars: 100 μm.

The expression pattern made *Mybl2* a suitable Wnt-regulated gene encoding a transcription factor that could influence JAG1 expression on the medial side of the sensory epithelium. We performed spatial analysis of JAG1 (Fig. 4A) relative to *Mybl2* expression (Fig. 4B) in E14.5 wild-type cochlea. A single trace of JAG1 and *Mybl2* (Fig. 4A,B) showed that they were expressed in different radial domains. The lateral boundary of *Mybl2* expression abutted the medial boundary of the JAG1-positive MS domain (Fig. 4C). There was a sharp decline in *Mybl2* expression (Fig. 4C, arrowhead) where JAG1 expression peaked in the MS domain; thus, based on its expression relative to JAG1, *Mybl2* expression was in the IS domain. This spatial expression across the radial axis remained consistent in profile plots averaged across eight cochleas (Fig. 4D). Thus, *Mybl2* and JAG1 form a boundary between the IS and MS domains. We interrogated the temporally antagonistic effects of Wnt and MYBL2 on JAG1 regulation in the cochlea by comparing JAG1 fluorescence levels in the apical turns of E14.5 *Isl1Cre;*β*-cat* cKO and *Isl1Cre;Mybl2* cKO cochleas with their littermate controls (Fig. S4). In control cochleas, JAG1 had not yet undergone full refinement (Fig. S4A) and had a similar expression pattern to E12.5 (Fig. 1A). Like *Emx2Cre*;β-*cat* cKOs, we observed a 48±4.7% decrease in JAG1 fluorescent intensity in *Isl1Cre;*β-*cat* cKOs on E14.5 (Fig. S4B,C). However, when we compared *Isl1Cre;Mybl2* cKOs with littermate controls there was a 35%±5.7% increase in JAG1 fluorescence, because Wnt signaling remained active (Fig. S4D-F). This finding supports a suppressive role for MYBL2 on JAG1 expression to aid in its refinement during development.

**Fig. 4.**
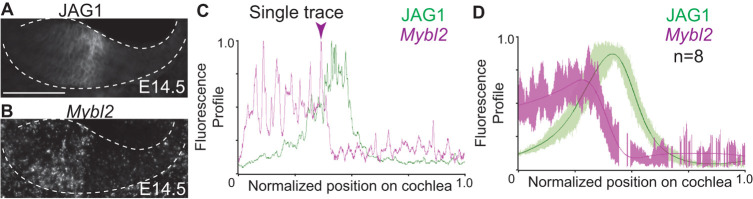
**Spatial juxtaposition of JAG1 and *Mybl2* in the E14.5 cochlea.** (A) Immunolabeling for JAG1 on E14.5. (B) *Mybl2* transcripts on E14.5 were present medially. (C) Single quantitative spatial profile plot between JAG1 and *Mybl2*. Arrowhead indicates the boundary between *Mybl2* and JAG1 enrichment. (D) Average quantitative spatial profile plot between JAG1 and *Mybl2* (*n*=8 cochleas). Scale bar: 100 μm.

Next, we examined the size of the JAG1-positive MS domain in *Mybl2* cKO cochleas. To test this, we generated E15.5 *Sox2Cre^ER^*;*Mybl2* cKO embryos that were induced daily with tamoxifen between E10.5 and E14.5. We used *Sox2Cre^ER^* instead of *Isl1Cre* to induce more efficient knockout of *Mybl2* along the full longitudinal axis, because *Isl1* is not expressed in the base from E12.5 (Fig. S2A) to E13.5. E15.5 cochleas were immunolabeled for JAG1 and SOX2 to measure domain sizes (Fig. 5), as previously shown in E14.5 *Isl1Cre;*β-*cat* cKO cochleas (Fig. 2). In E15.5 control cochleas, JAG1 expression was refined centrally in the cochlear duct floor (Fig. 5A). In *Sox2Cre^ER^;Mybl2* cKOs, the JAG1 domain was expanded (Fig. 5B). As SOX2 is downstream of JAG1 signaling and specifies the sensory domain, we immunolabeled for SOX2 in control and *Mybl2* cKO cochleas (Fig. 5C,D). There were no significant differences between E15.5 control and *Sox2Cre^ER^;Mybl2* cKO cochleas in the total radial width (Fig. 5E), the width of the medial compartment (Fig. 5F), or the width of the lateral compartment (Fig. 5G). When we normalized the widths of the IS and MS domains to the total width of the medial compartment, the IS domain decreased from occupying 57±3% of the medial compartment in control cochleas to 38±4% of the medial compartment in *Sox2Cre^ER^; Mybl2* cKO cochleas (Fig. 5H). The MS domain was expanded from occupying 43±3% in the control cochleas to 62±4% in *Mybl2* cKOs (*P*-value=1.28e-10) (Fig. 5I). This result followed similar trends in E14.5 *Isl1Cre;*β-*cat* cKO cochleas (Fig. 2). The widths of the LS and OS domains were not significantly affected in *Sox2Cre^ER^;Mybl2* cKO (Fig. 5J,K). We measured the area of the sensory domain by SOX2 immunolabeling and found a significant increase by 18±8% (*P*-value=1.25e-4) in the *Mybl2* cKO cochleas relative to controls (Fig. 5L). We found similar results when we used SOX2 to measure the MS domain as an alternative to JAG1 (Fig. S5). As SOX2 is also expressed in the LS, we subtracted the width of the LS using E-cadherin as a marker to obtain the width of the MS domain. In control cochleas, the SOX2-MS domain occupied 35±5% of the medial compartment, whereas the SOX2-MS domain of the *Sox2Cre^ER^;Mybl2* cKO cochleas increased to 50±5% (*P*-value=2.3e-4). Lastly, we used PRDM16 as a marker for the IS domain (Ebeid et al., 2022). The IS decreased in size from occupying 50±2% of the epithelium in control cochleas to 40±2% in the *Sox2Cre^ER^;Mybl2* cKO cochleas (*P*-value=3.26e-9) (Fig. S6). These data consistently showed an increase in the MS domain and a decrease in the IS domain in *Sox2Cre^ER^;Mybl2* cKOs. Similar results were found for domain sizes and SOX2 area using different Cre-expressing mouse lines (Fig. S7). These data suggest that, during development, MYBL2 plays a role in establishing the size of the sensory epithelium by regulating *Jag1*.

**Fig. 5.**
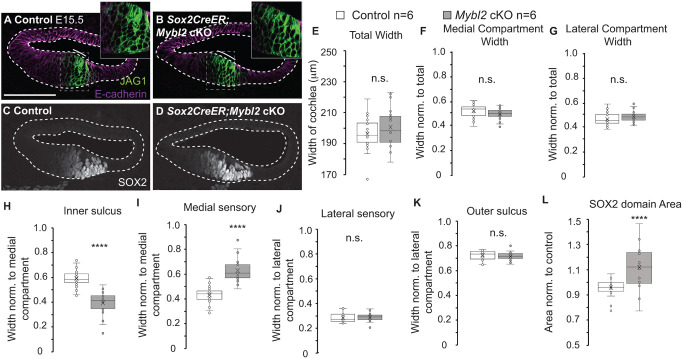
***Mybl2* specifies the size of the medial prosensory domain.** (A) Central positioning of JAG1 domain in the E15.5 control cochlea. (A′) JAG1 domain shown in high magnification for control cochleas (dashed rectangle in A). (B) E15.5 *Sox2Cre^ER^;Mybl2* cKO cochleas exhibited an expanded JAG1 domain. (B′) JAG1 domain shown in high magnification for *Sox2Cre^ER^;Mybl2* cKO cochleas (dashed rectangle in B). (C) SOX2 immunolabeling in control cochlea on E15.5. (D) SOX2 was expanded in *Sox2Cre^ER^;Mybl2* cKO cochleas. Solid lines indicate the MS domain. Dashed lines indicate the cochlear epithelium. (E-L) Quantification of domain sizes in control and *Sox2Cre^ER^;Mybl2* cKOs on E15.5 (control: *N*=6, *n*=24 sections; *Mybl2* cKO: *N*=6, *n*=24 sections). ****P<5e-4 (two-tailed Student's *t*-test was performed and Bon Ferroni correction factor was applied for multiple comparisons for determining significance). n.s., not significant. (E) Total width: *P*-value=0.17. (F) Medial compartment width: *P*-value=0.12. (G) Lateral compartment width: *P*-value=0.12. (H) Inner sulcus: *P*-value=1.28e-10. (I) Medial sensory domain: *P*-value=1.28e-10. (J) Lateral sensory domain: *P*-value=0.53. (K) Outer sulcus: *P*-value=0.53. (L) SOX2 domain area: *P*-value=1.25e-4. Box plots show median values (middle bars), mean (X), and first to third interquartile ranges (boxes); whiskers indicate 1.5× the interquartile ranges; dots indicate data points and whiskers indicate outliers. Scale bar: 100 μm.

The role of MYBL2 was already known to be essential for cell proliferation (Musa et al., 2017; Papetti and Augenlicht, 2011). To rule out that the expansion of the SOX2 domain was not due to an increase in proliferation, independent of MYBL2, we investigated the impact of the loss of *Mybl2* on proliferation in the cochlea (Fig. 6). Ki67 was expressed in cells of the IS domain in control cochleas (Fig. 6A), in the same domain where *Mybl2* was expressed (Fig. 6B). On E15.5, there was a 22±6% decrease (*P*-value=9.33e-6) in Ki67 fluorescence in the IS domain of *Sox2CreER;Mybl2* cKO cochleas (Fig. 6C-E). Quantification of the Ki67-positive domain showed a decrease in the radial width of the IS domain, occupying 45±1% of the total radial width in controls compared with 40±3% in the *Sox2Cre^ER^;Mybl2* cKO cochleas (*P*-value=0.006) (Fig. 6F), which further supports that the size of the IS domain was decreased. *Isl1Cre;Mybl2* cKO also showed a similar decrease in Ki67 immunofluorescence (Fig. S8), demonstrating consistent effects using different Cre lines. Upon immunolabeling for p27^Kip1^, we found no significant difference in the width of the zone of non-proliferation between E15.5 control and *Sox2CreER;Mybl2* cKO cochleas.

**Fig. 6.**
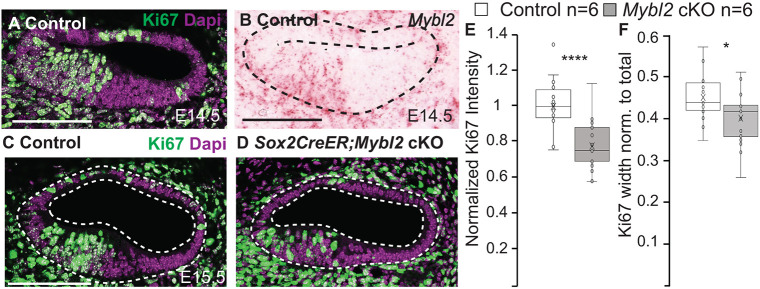
***Mybl2* regulates proliferation in the IS in the E14.5 cochlea.** (A) Ki67 immunolabels proliferating cells in the E14.5 cochlea. (B) *Mybl2* was expressed in the same region as Ki67 in A. (C) Littermate control cochlea immunolabeled for Ki67 on E15.5. (D) Ki67 labeling was decreased in *Sox2Cre^ER^;Mybl2* cKO cochleas. Dashed lines indicate the cochlear epithelium. (E) Quantification of total Ki67 fluorescence in control and *Sox2Cre^ER^;Mybl2* cKO cochleas on E15.5 (control: *N*=6, *n*=22 sections; *Mybl2* cKO: *N*=6, *n*=21 sections). *P*-value=9.33e-6 (two-tailed Student's *t*-test was performed and Bon Ferroni correction factor was applied for multiple comparisons to determine significance). (F) Quantification of Ki67-positive radial width in control and *Sox2Cre^ER^;Mybl2* cKO cochleas on E15.5 (control: *N*=6, *n*=18 sections; *Mybl2* cKO: *N*=6, *n*=19 sections). *P*-value=0.002 (two-tailed Student's *t*-test was performed and Bon Ferroni correction factor was applied for multiple comparisons to determine significance). ****P<5e-4, *P<0.01. Box plots show median values (middle bars), mean (X), and first to third interquartile ranges (boxes); whiskers indicate 1.5× the interquartile range; dots indicate data points and whiskers indicate standard deviation. Scale bars: 100 μm.

To determine whether the JAG1 and SOX2 boundary effects leading to an expanded sensory domain that we observed on E15.5 influenced mature cochlear patterning, we analyzed E18.5 *Sox2Cre^ER^*;*Mybl2* cKO cochleas (Fig. 7). Tamoxifen was administered daily from E10.5 until E14.5 and cochleas were harvested on E18.5. By E15.0, *Mybl2* was no longer expressed in the cochlea; therefore, tamoxifen induction was not required after E14.5. We immunolabeled wholemount cochleas for myosin VI (MYO6) (Fig. 7A,C) and SOX2 (Fig. 7B,D) to label HCs and sensory epithelium (support cells), respectively. We observed an expanded SOX2 domain and an increase in SOX2 fluorescence in E18.5 *Sox2Cre^ER^;Mybl2* cKO cochleas relative to littermate controls (Fig. 7B,D). In addition to the expanded sensory epithelium, we also observed ectopic IHCs in *Mybl2* cKO cochleas (Fig. 7C, arrowheads, and 7 C′). Optical sections from *z*-stacks on wholemount cochleas were used to quantify changes in SOX2 area and SOX2 intensity (Fig. 7A′-D′) because we observed an accumulation of SOX2-positive cells medially in the *Mybl2* cKOs, which would contribute to changes in area of the sensory epithelium (Fig. 7D′, magenta arrow). Both radial area and fluorescence of SOX2 differed in control cochleas based on longitudinal location. Thus, we quantified SOX2 in the basal, mid and apical regions (Fig. 7E,F). We found significant increases in SOX2 area and fluorescence in all regions of the cochlea, with the largest increase observed in the base and smallest increase observed in the apex of *Mybl2* cKOs compared with controls. In the base there was a 47±16% (*P*-value=7.8e-9) increase in SOX2 area, and a 59±21% (*P*-value=2.93e-8) increase in SOX2 fluorescence. In the mid-region of the cochlea, the loss of *Mybl2* resulted in a 33±12% (*P*-value=3.58e-7) increase in area, and a 43±18% (*P*-value=3.19e-6) increase in fluorescence. Lastly, in the apex, we measured a 20±11% (*P*-value=1.44e-4) increase in area and a 23±16% (*P*-value=1.8e-3) increase in fluorescence in *Mybl2* cKOs compared with control littermates. Although the average increase was smallest in the apex, we did observe maximum increases of 50% in SOX2 area and 72% in SOX2 intensity in individual sections. Thus, the loss of *Mybl2* in the apex is capable of producing larger areas of sensory epithelia. Despite previous reports that the *Sox2Cre^ER^* mice result in *Sox2* haploinsufficiency and a decrease in *Sox2* levels in cochleas relative to their ‘no Cre’ littermates (Atkinson et al., 2018); we observed a significant increase in SOX2 levels in *Sox2Cre^ER^;Mybl2* cKO cochleas, which suggests that there was a positive feed-forward loop to compensate and enhance SOX2 in *Sox2Cre^ER^;Mybl2* cKO cochleas beyond the ‘no Cre’ controls.

**Fig. 7.**
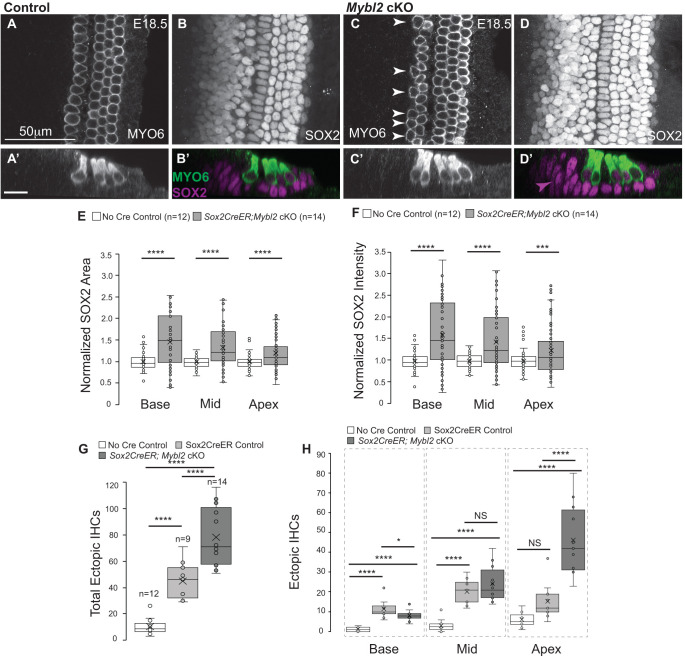
***Mybl2* is important for mature patterning of the sensory epithelium. (**A) MYO6 immunolabels the single row of IHCs and three rows of OHCs in wholemount control cochlea on E18.5. (A′) Optical cross-section of a control cochlea. (B) SOX2 immunolabels the sensory epithelium in wholemount control cochlea on E18.5. (B′) Optical cross-section of MYO6 and SOX2 labeling. (C) *Sox2Cre^ER^;Mybl2* cKOs on E18.5 show ectopic IHCs (arrowheads), labeled by MYO6. (C′) Optical cross-section of C. (D) SOX2 staining in *Sox2Cre^ER^;Mybl2* cKOs reveals an expanded sensory domain with increased SOX2 levels on E18.5. (D′) Optical cross-section of D with MYO6 (green) and SOX2 (magenta) immunolabeling. Arrowhead shows medial expansion of SOX2. (E,F) Quantification of SOX2 area and intensity in control and *Sox2Cre^ER^;Mybl2* cKO cochleas on E18.5 in base, mid and apex (control *N*=12 cochleas: *Mybl2* cKO: *N*=14 cochleas; base: *n*=69 optical sections; mid: *n*=63 optical sections; apex: *n*=72 optical sections). Two-tailed Student's *t*-test performed for statistical significance. (E) SOX2 area quantification (base: *P*-value=7.8e-9; mid: *P*-value=3.58e-7; apex: *P*-value=1.44e-4). (F) SOX2 intensity quantification (base: *P*-value=2.93e-8; mid: *P*-value=3.19e-6; apex: *P*-value=1.83e-3). (G) Quantification of total ectopic IHCs in ‘no Cre’ control cochlea, *Sox2Cre^ER^*^(+/−)^ control cochlea and *Sox2Cre^ER^;Mybl2* cKO cochleas. Tukeys test performed comparing *Sox2Cre^ER^;Mybl2* cKO (*P*-value=6e-11) and *Sox2Cre^ER^*^(+/−)^ control (*P*-value=2.04e-4) with ‘no Cre’ control cochlea, and *Sox2Cre^ER^;Mybl2* cKO (*P*-value=2.1e-4) with *Sox2Cre^ER^*^(+/−)^ control (‘no Cre’ control: *N*=12 cochleas; *Mybl2* cKO: *N*=14 cochleas; *Sox2Cre^ER^*^(+/−)^ control: *N*=9 cochleas). Bon Ferroni correction factor was applied for multiple comparisons for determining significance. (H) Quantification of IHC doublets in ‘no Cre’ control, *Sox2Cre^ER^*^(+/−)^ control and *Sox2Cre^ER^;Mybl2* cKO cochleas in the base, mid and apex. Tukeys test performed comparing *Sox2Cre^ER^;Mybl2* cKO base (*P*-value=6.9e-6) and *Sox2Cre^ER^*^(+/−)^ control base (*P*-value=2.2e-8) with ‘no Cre’ control base, and *Sox2Cre^ER^;Mybl2* cKO base (*P*-value=0.02) with *Sox2Cre^ER^*^(+/−)^ control base. Tukeys test performed comparing *Sox2Cre^ER^;Mybl2* cKO mid (*P*-value=1.8e-8) and *Sox2Cre^ER^*^(+/−)^ control mid (*P*-value=7.4e-6) with ‘no Cre’ control cochlea mid, and *Sox2Cre^ER^;Mybl2* cKO mid (*P*-value=0.39) with *Sox2Cre^ER^*^(+/−)^ control mid. Tukeys test performed comparing *Sox2Cre^ER^;Mybl2* cKO apex (*P*-value=4.8e-9) and *Sox2Cre^ER^*^(+/−)^ control apex (*P*-value=0.2) with ‘no Cre’ control cochlea apex and *Sox2Cre^ER^;Mybl2* cKO apex (*P*-value=4.5e-6) with *Sox2Cre^ER^*^(+/−)^ control apex (‘no Cre’ control: *N*=12 cochleas; *Mybl2* cKO: *N*=14 cochleas; *Sox2Cre^ER^*^(+/−)^ control: *N*=9 cochleas). Bon Ferroni correction factor was applied for multiple comparisons for determining significance. Box plots show median values (middle bars), mean (X), and first to third interquartile ranges (boxes); whiskers indicate 1.5× the interquartile range; dots indicate data points and whiskers indicate standard deviation. *P<0.05, ***P<0.001, ****P<5e-4. NS, not significant. Scale bar: 50 μm in A-D; 20 μm in A′-D′.

Although the primary effect of the loss of *Mybl2* was on the SOX2-positive sensory epithelium, we also quantified the number of IHC doublets in control and *Mybl2* cKO cochleas (Fig. 7G). We harvested E18.5 cochleas from *Sox2Cre^ER^;Mybl2* cKO embryos and their ‘no Cre’ control littermates, and also generated E18.5 cochleas from *Sox2Cre^ER^*^(+/−)^ heterozygous ‘control’ embryos. We included *Sox2Cre^ER^*^(+/−)^ cochleas as the appropriate control as previous reports showed the formation of ectopic IHCs due to *Sox2* haploinsufficiency (Atkinson et al., 2018) because excess SOX2 inhibits HC formation (Dabdoub et al., 2008). Comparing cochleas from these three groups and performing a one-way ANOVA, we found that IHC doublets increased to 78.5±6.3 in *Sox2Cre^ER^;Mybl2* cKO cochleas (*P*-value=6e-11, Tukey test) and 45±4.9 IHC doublets in *Sox2Cre^ER^*^(+/−)^ control cochleas (*P*-value=2.04e-4, Tukey test) compared with the ‘no Cre’ control cochleas that had 10.5±1.8 IHC doublets (Fig. 7G). The increase in IHC doublets was significantly higher in *Sox2Cre^ER^;Mybl2* cKO cochleas than in *Sox2Cre^ER^*^(+/−)^ control cochleas (*P*-value=2.1e-4, Tukey test). Excess SOX2 inhibits HC development, and SOX2 immunofluorescence varied longitudinally along the cochlea; thus, we binned IHC doublets in the base, mid and apex (Fig. 7H). The base ‘no Cre’ control cochleas had 1.3±0.36 IHC doublets, while the *Sox2Cre^ER^;Mybl2* cKO had 8.2±0.79. However, the *Sox2Cre^ER^*^(+/−)^ control cochleas had the largest increase to 11.5±1.4 IHC doublets in the base. The mid region of ‘no Cre’ cochleas had 3.1±0.89 IHC doublets, compared with 24.83±2.6 in the *Sox2Cre^ER^;Mybl2* cKO and 20.33±2.2 in the *Sox2Cre^ER^*^(+/−)^ cochleas. There was no significant difference in the number of mid-region IHC doublets between the *Sox2Cre^ER^;Mybl2* cKO and *Sox2Cre^ER^*^(+/−)^ cochleas. In the apex there were no significant differences in IHC doublets between the ‘no Cre’ and *Sox2Cre^ER^*^(+/−)^ control cochleas. The ‘no Cre’ control had 6.1±1.1 IHC doublets, whereas the *Sox2Cre^ER^*^(+/−)^ control had 15.4±3.2 IHC doublets. The largest increase in IHC doublets was in the apex of *Sox2Cre^ER^;Mybl2* cKO cochleas at 47.8±4.8 in the *Sox2Cre^ER^;Mybl2* cKO compared with ‘no Cre’ and *Sox2Cre^ER^*^(+/−)^ controls (*P*-value=4.8e-9, *P*-value=4.5e-6, respectively, Tukey test).

The total length of E18.5 *Mybl2* cKOs were significantly shorter by 15% compared with the ‘no Cre’ littermate controls (*P*-value=6e-7, Tukey test), and 8% shorter compared with the *Sox2Cre^ER(+/^*^−)^ control cochleas (*P*-value=0.005, Tukey test). We counted the number of aligned IHCs and the total number of IHCs (aligned+ectopic) in the ‘no Cre’ control, *Sox2Cre^ER^*^(+/−)^ control and the *Sox2Cre^ER^;Mybl2* cKO cochleas. There were no significant differences in the number of aligned IHCs/1000 μm between the three groups. If the cochlea length was decreased compared with the *Sox2Cre^ER^*^(+/−)^ control cochleas but the number of aligned IHCs did not change, we would have expected a decrease in the total number of IHCs in *Sox2Cre^ER^;Mybl2* cKO cochleas relative to *Sox2Cre^ER^* control cochleas. However, there was no significant change in the total number of IHCs/1000 μm, which suggests that the number of ectopic IHCs that were formed in the *Sox2Cre^ER^;Mybl2* cKO increased by 74% relative to the *Sox2Cre^ER^*^(+/−)^ control, despite the shortening of the cochlea by 8%. We also did not observe any change in cochlear length in E15.5 *Sox2Cre;Mybl2* cKO cochleas; thus, the increase in the MS domain size preceded any observable changes in cochlear length.

As we observed a similar expansion of JAG1 in both *Isl1Cre;*β-*cat* cKO (Fig. 2) and *Sox2Cre^ER^;Mybl2* cKOs (Fig. 5), we predicted that *Isl1Cre;*β-*cat* cKOs cochleas would also result in additional IHCs. Similar to *Mybl2* cKOs, E18.5 *Isl1Cre;*β-*cat* cKO cochleas showed additional HCs from mid to apical regions (Fig. S9). E18.5 *Isl1Cre;*β-*cat* cKO cochleas were 15% shorter compared with littermate controls (*P*-value=0.008).

## DISCUSSION

The Wnt pathway is most known for its proliferative role during development and disease (Chai et al., 2012, 2011; Jacques et al., 2012; Munnamalai and Fekete, 2013, 2016; Ng et al., 2019). In the mouse and chicken inner ears, pharmacological activation of the Wnt pathway and overexpression of WNT ligands induced proliferation (Jacques et al., 2012; Munnamalai et al., 2017; Stevens et al., 2003). Thus, the Wnt pathway holds promise for promoting regeneration in the mammalian cochlea to restore hearing (Jan et al., 2013; McLean et al., 2017; Samarajeewa et al., 2018, 2019). However, recent studies in the cochlea showed that Wnt signaling is also necessary for early sensory specification through the regulation of *Jag1*. JAG1-Notch signaling then regulates the expression of SOX2 to establish the sensory domain and, eventually, the mature sensory epithelium. Other studies have shown that Wnt signaling also promotes differentiation (Davidson et al., 2012; Shi et al., 2010, 2014) and the Wnt pathway likely has stage-dependent roles (Munnamalai and Fekete, 2013). Thus, it is important to understand the multifaceted roles underlying Wnt signaling. *Jag1* was shown to be a direct Wnt target gene (Estrach et al., 2006). Consistent with this, our previous studies and others have shown that treatment of mouse cochleas with a Wnt activator, or infection of chicken cochleas with a *Wnt-ligand*-expressing virus showed an increase in *Jag1*, or the chicken homologue, *Serrate1* (Jacques et al., 2012; Munnamalai and Fekete, 2016; Munnamalai et al., 2017). Both are genes expressed on the neural side of the cochlea (medial side in the mouse cochlea). Our previous studies have shown that, although there are several WNT ligands expressed in the cochlea, the WNT secretion enzyme (Proffitt and Virshup, 2012) PORCN is spatially enriched on the medial side, which suggests there is higher WNT secretion medially (Oliver et al., 2021). Thus, WNT secretion would be higher on the medial side to specify both proliferation and sensory specification. However, we show that on E14.5, proliferating cells in the IS are segregated from the JAG1-positive MS domain. This suggests that proliferation and sensory specification are two distinct processes that are co-regulated by separate Wnt-mediated mechanisms (Fig. 8). This is also supported by an increase in *Jag1* in response to Wnt activation after a 6 h CHIR99021 treatment on E12.5, before an increase in proliferation observed at 24 h (Munnamalai and Fekete, 2016). Given that WNTs are short-range morphogens (Farin et al., 2016; Routledge and Scholpp, 2019), spatial profiling of PORCN relative to *Mybl2*-positive proliferating cells in the IS domain and the JAG1-positive MS domain in the mouse cochlea mid-development on E14.5 show that both Ki67 and JAG1 expression lie in the PORCN expression domain; thus, are within positional range to be regulated by the Wnt pathway.

**Fig. 8.**
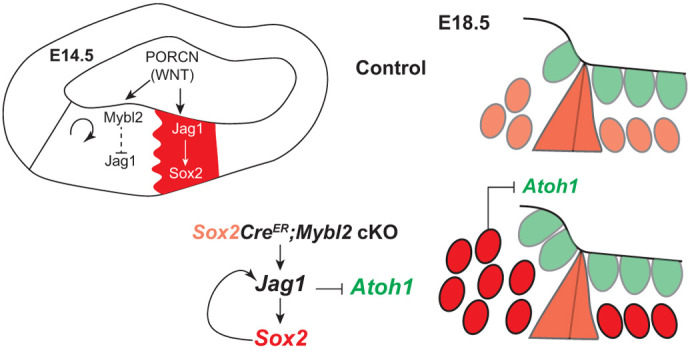
**Model for Wnt mediating roles in proliferation and patterning via regulation of *Mybl2* in the cochlea.** Wnt influences proliferation and patterning of the medial compartment via regulation of *Mybl2*. MYBL2 inhibits JAG1 expression to specify the IS and MS domains. *Mybl2* cKO results in an increase in the size of the sensory domain.

Previous studies have quantitatively shown that the SOX2 domain that was once located on the medial edge on E12.5 was gradually repositioned to the center of the cochlear duct floor by E14.5 (Thompson et al., 2023). We showed that it is during this stage that a separate pool of proliferating cells occupies the medial, IS domain where PORCN expression is enriched but is adjacent to the SOX2-positive sensory domain (Oliver et al., 2021). This led us to postulate that Wnt signals in this pool of cells, or niche, influenced the boundary between the IS domain and the sensory domain. Thus, we sought to identify the molecular mechanism by which the Wnt pathway simultaneously regulates proliferation and refines the JAG1 domain to establish the IS-sensory domain boundary. Consistent with previous studies that showed early Wnt activation led to an increase in JAG1 expression (Jacques et al., 2012; Munnamalai et al., 2017; Żak and Daudet, 2021), we showed that early deletion of β*-cat* reduced JAG1 expression (Fig. S1), whereas later deletion expanded its expression domain. These data suggest that there is an unknown Wnt-regulated gene expressed in the IS domain on E13.5-E14.5 that suppresses *Jag1* in the IS domain to refine and re-position JAG1 in the MS domain. Our Wnt-transcriptomic and *in-situ* hybridization studies revealed that *Mybl2*, a previously uncharacterized gene in the cochlea, was expressed in, and regulated proliferation in, the IS domain.

Based on quantitative spatial analysis of *Mybl2* relative to JAG1, we hypothesized that MYBL2 was expressed in the correct location to influence the formation of the medial boundary of the MS domain, while maintaining a pool of proliferating cells in the IS domain. This implies that, in addition to its role as a cell cycle regulator, MYBL2 plays a previously undiscovered function in sensory epithelial patterning by influencing the positioning of the medial sensory boundary. In support of this hypothesis, MYBL2 ENCODE ChIP-seq data showed *Jag1* to be an MYBL2 target gene (Rouillard et al., 2016). *Mybl2* cKO led to an increase in the size of the SOX2-positive sensory domain on E15.5. It is interesting to note that this increase in SOX2 area and levels occurred despite a decrease in proliferation in the IS domain of *Mybl2* cKO cochleas, suggesting that *Jag1*-mediated sensory specification is a proliferation-independent event of MYBL2. The SOX2 domain extends into the IS domain due to a relief in JAG1 suppression and a medial shift in the IS-MS domain boundary. In this way, the Wnt pathway can simultaneously regulate proliferation in the IS domain and boundary formation via *Jag1* by spatiotemporally regulating *Mybl2*, and thus determine the radial width of the sensory epithelium (Fig. 8). Interestingly, we found no significant quantitative changes in the radial widths of the lateral domains of the cochlea with the loss of *Mybl2*.

We expected that the increase in the SOX2 domain on E15.5 would leave a lasting impact on E18.5. As such, when we analyzed E18.5 *Sox2CreER;Mybl2* cKO cochleas, we found that both the size of the SOX2-positive sensory epithelium and SOX2 levels were significantly enhanced compared with ‘no Cre’ littermate control cochleas. These effects on the sensory epithelium were consistent from the basal, mid and apical regions of the cochlea. Previous studies have shown that *Sox2* haploinsufficiency was caused by the *Sox2Cre^ER^*^(+/−)^ line, resulting in a 30% decrease in *Sox2* levels compared with ‘no Cre’ littermate controls (Atkinson et al., 2018). However, in our experimental paradigm, because the conditional deletion of *Mybl2* expanded the SOX2 domain, this created a feed-forward loop to enhance *Sox2*-mediated Cre recombination, ultimately resulting in compensation and an increase of SOX2 above levels seen in the ‘no Cre’ control cochleas (Fig. 8). We observed an 8% decrease in length in the *Sox2CreER;Mybl2* cKO compared with the *Sox2Cre^ER^*^(+/−)^ control cochleas, whereas SOX2 area increased by a minimum of 20% in the apex and up to 47% in the base of the *Sox2CreER;Mybl2* cKOs. Thus, the modest changes in cochlear length would not fully account for the significantly larger changes in the E18.5 sensory epithelium. The increases in SOX2 levels of *Sox2CreER;Mybl2* cKO cochleas also indicate proliferation-independent MYBL2-mediated activity.

A shorter cochlea because of decreases in proliferation alone and no effect on signaling would only produce a shorter cochlea with a normal pattern. The changes in the IS-sensory domain boundary and sizes of domains in the absence of *Mybl2* on E15.5 when there was no change in cochlear length suggests that it is unlikely to be due to lengthening of the cochlea alone. Furthermore, during these stages PORCN expression persisted medially on E15.5 and only the patterning of the medial domains was specifically impacted in E18.5 *Mybl2* cKO cochleas.

Owing to the expanded sensory epithelium and a shift in the medial boundary of the MS domain with elevated SOX2 levels, we saw an increase in IHC doublets. However, excess SOX2 can be repressive to *Atoh1* expression (Dabdoub et al., 2008) and it is likely that the *Sox2* haploinsufficiency and the reported decreases in SOX2 levels in *Sox2Cre^ER^*^(+/−)^ cochleas was permissive to ectopic IHC formation (Atkinson et al., 2018). However, in the context of *Sox2Cre^ER^;Mybl2* cKO cochleas, we saw significant increases in SOX2 levels in the expanded sensory epithelium on E18.5. In fact, the *Sox2Cre^ER^;Mybl2* cKO cochleas would have had an even greater potential for the formation of IHCs if it were not for the possible repression of *Atoh1* by excess SOX2 (Fig. 8). This can be inferred from the inverse relationship of SOX2 levels and the number of IHC doublets along the longitudinal axis (Fig. 7F,H), which supports a repressive function of SOX2 on HC formation. This may highlight an important explanation for why it is more challenging to induce regeneration in the base relative to the apex; thus, we must be cognizant of high SOX2 levels that may be repressive when applying these findings towards regeneration. Despite the increase in SOX2 levels, we still saw a 74% greater increase of total ectopic IHCs in *Sox2Cre^ER^;Mybl2* cKO cochleas.

Similar to *Mybl2* cKOs, *Isl1Cre;*β*-cat* cKO cochleas also produced additional HCs. Our findings were similar to previous studies on *Sox2Cre^ER^;*β*-cat* cKOs, which showed that these additional HCs were of IHC fate (Jansson et al., 2019), suggesting that *Mybl2* may be the underlying downstream mechanism of the medial effects seen in β*-cat* cKOs.

In summary, the Wnt pathway is indeed capable of simultaneously regulating proliferation and sensory domain specification in a spatial manner to establish the boundary in between the MS and IS domain, via MYBL2. We also identified a previously undescribed role for MYBL2 as a transcription factor that mediates this boundary and patterning of the sensory epithelium spatially by suppressing *Jag1*. As both *Jag1* and *Mybl2* are regulated by the Wnt pathway, and one gene feeds forward to suppress another, this resembles subdomain formation by an incoherent feed-forward loop. Thus, the proliferating cells in the IS play an unexpected role in influencing patterning of the mammalian auditory sensory epithelium. One possibility for the need for such a role for the progenitors in the IS is to endow ‘non-sensory stem cell-like’ characteristics and restrict sensory specification to maintain developmental plasticity for replacing damaged or dying cells during the developmental process until the sensory epithelium has fully formed, serving as a cochlear progenitor pool, or niche with potential for acquiring sensory cell fates under the right conditions.

## MATERIALS AND METHODS

### Animal husbandry

We used β*-cat flox* [B6(Cg)-Ctnnb1^tm1Knw^/J, JAX Strain #022775, The Jackson Laboratory] and *Mybl2 flox* (B6;B6CB-Mybl2<tm2Sis>, RIKEN) mice to generate cKOs. The β-*cat* mice were crossed with *Emx2Cre* [B6.Cg-Emx2<tm2(cre)Sia>/SiaRbrc, RIKEN] mice for early cochlear cKO by E12.5, and *Isl1Cre* [Isl1^tm1(cre)Sev^/J, JAX Strain #024242, The Jackson Laboratory] for later cochlear knockout in the mid-turn by E13.5. *Emx2Cre*;β*-cat* cKO embryos were harvested on E12.5. *Isl1Cre;*β-*cat* cKO embryos were harvested on E14.5, late in the day. *Mybl2 flox* mice were crossed with *Sox2Cre^ER^* [B6;129S-^Sox2tm1(cre/ERT2)^Hoch/J JAX Strain #017593, The Jackson Laboratory] to generate cKOs. Mice were timed-mated, and the day a plug was observed was designated E0.5. Pregnant dams were administered tamoxifen (1.5 mg/10 g body weight) once daily between E10.5 and E14.5 to generate *Sox2Cre^ER^;Mybl2* cKOs. *Sox2Cre^ER^;Mybl2* cKO embryos were harvested on E15.5 and E18.5. Swiss Webster wild-type mice (Envigo, IN, USA) were used to generate E14.5 embryos for expression studies. Ai9 [B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J, Jax Strain #007909, The Jackson Laboratory] mice were used to show *Tdt* expression upon Cre recombination. Sequencing data at these stages did not reveal sex differences; therefore, we indiscriminately pooled data from all embryos. 

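The libraries labelled male and female were told apart by genes of the sex chromosomes. Of 14264 genes, 14 differed between the 4 male and 4 female libraries at an adjusted p under 0.05 from limma with treatment as a covariate, 6 higher and 8 lower in male. Of these, 13 lie on the X or Y chromosome. Libraries of the same number share a sex and correlated, and with their means as the unit, 2 numbers per sex, 7 genes passed, all 7 on X or Y. This unit was chosen after seeing the data. By limma without a block, no gene's response to CHIR99021 passed a test of a difference between the sexes. With a block, also chosen after seeing the data, 2 passed.
Xist, the RNA that silences an X chromosome in females, had 1311 ± 502 CPM (SD, n = 4) in female and 4.15 ± 2.71 CPM (SD, n = 4) in male libraries. Ddx3y, an RNA helicase gene on Y, had 0.223 ± 0.124 CPM in female and 102 ± 19.0 CPM in male libraries (SD, n = 4 each), a log2 difference of 6.39 (standard error 0.13, limma adjusted p = 1.42e-09). The Y genes Eif2s3y, a translation factor gene, and Kdm5d and Uty, genes of histone demethylases, were higher in male by 6.05, 5.68 and 5.20. The X genes Eif2s3x and Kdm6a, which escape silencing, were lower in male (-0.71 and -0.61), but did not pass with the means per number (adjusted p = 0.185 and 0.251). Kdm6a also did not pass without control replicate 4 (adjusted p = 0.0614). The 1 gene on an autosome was Apcdd1 on chromosome 18, which encodes a membrane inhibitor of Wnt signalling and was named after its values were seen. It had 157 CPM in male and 118 CPM in female libraries, a log2 difference of 0.40 (limma adjusted p = 0.0119). When p-values were adjusted without the genes on X and Y, a choice made after seeing the data, Apcdd1 had an adjusted p of 0.138 and no autosomal gene passed. With the means per number it was 0.590. The adjusted p of Apcdd1 was 0.0600, 0.0897 and 0.0750 without control replicate 1, 2 or 4, and 0.0510, 0.0583 and 0.102 without CHIR99021 replicate 1, 2 or 3. Apcdd1 passed with no filter (limma adjusted p = 0.0301), with edgeR and the size factors of DESeq2 (0.0216) and with DESeq2 (7.75e-08). With replicates 1 and 4 against 2 and 3 as a covariate, added after seeing the data, limma gave an adjusted p of 0.00506. These settings count libraries of the same number as independent.
For the difference of the treatment effect between male and female, 0 genes passed with limma and 0 with edgeR. With limma 181 genes (1.27% of those tested) had an unadjusted p under 0.05, and the smallest adjusted p was 0.187. Libraries of the same number correlated, and without a block their shared spread stays in the residual. That tends to make these p-values too large, so the 0 is a strict count. With a replicate block, chosen after seeing the data and with 2 residual degrees of freedom, 486 genes (3.41%) had an unadjusted p under 0.05 and 2 passed. These were the pseudogenes Hmgn2-ps1 (-1.52, adjusted p = 0.0236) and Rpl3-ps1 (1.01, adjusted p = 0.0237). DESeq2 passed 4, namely Hmgn2, a chromatin protein gene, the pseudogenes Hmgn2-ps1 and Hmgb1-ps1, and Ifit1, an antiviral gene. Mybl2 had a male minus female difference in its response of -0.21 (standard error 0.17, limma adjusted p = 1.00). In the authors' deposited comparisons its log2 fold change is 0.484 in male (false discovery rate 0.0924) and 0.701 in female libraries (0.00844). With 2 libraries per sex and group, such differences had 95% confidence intervals of 0.426 to either side at the median, and 0.343 with the block. On simulated data the test without a block recovered 26.2% of differences of 1 in log2 response and 92.4% of differences of 2. The simulated libraries were drawn independently, without the correlation by number of the real ones, so these shares need not hold here.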

All experiments were performed under Institutional Animal Care and Use Committee (IACUC) protocol 18013 (PI Vidhya Munnamalai), in compliance with the US Department of Health and Human Services and reviewed by The Jackson Laboratory IACUC.

### RNA-sequencing

RNA-sequencing was performed on Swiss Webster E14.0 cochlear tissue that was treated with DMSO (vehicle) or 10 μM CHIR99021 for 6 h. Four biological replicates were prepared for control and CHIR99021-treated samples. Total RNA was phenol-chloroform extracted and purified using Qiagen mini Rnease kit. A cDNA library was prepared using the NEB Next Ultra Directional RNA library prep kit (Illumina), following manufacturer's protocols (Illumina HiSeq4000 low-input polyA-enriched RNAseq). 75 bp paired-end fragments were sequenced to 60 million read depth. Sequence reads were mapped to *Mus musculus* GRCm38.91 using the HISAT2 aligner. Library preparation and sequencing were performed at the Institute of Genome Sciences at the University of Maryland. 

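Mybl2 encodes B-MYB, a transcription factor that joins the MuvB complex and drives genes of S phase and mitosis. Its expression was higher in each CHIR99021 library than in each control library. Among the complex's other members, the E2F partner gene Tfdp1 and the repressor gene E2f4 rose and the pocket protein gene Rbl2, whose protein holds the complex in its repressing form, fell. Jag1, a Notch ligand gene of the prosensory region, rose more than Mybl2 did.
Mybl2 (ENSMUSG00000017861) lies on the plus strand of chromosome 2 of GRCm38 from 163054687 to 163084688, where the longest coding transcript has 14 exons and a coding length of 2112 bp. It had 33.2 ± 1.59 CPM (SD, n = 4) in control and 47.9 ± 6.48 CPM (SD, n = 4) in CHIR99021. Control replicates 1 to 4 had 34.1, 31.0, 33.1 and 34.5 CPM, and CHIR99021 replicates 1 to 4 had 53.8, 38.7, 50.2 and 48.8 CPM. The log2 fold change was 0.51 (standard error 0.094, 95% confidence interval 0.30 to 0.71, adjusted p = 0.00210 from limma). An exact two-sided permutation test of the log2 CPM gave p = 0.0286, the smallest that 4 libraries against 4 allow. It takes the 8 libraries as exchangeable, although those of the same number correlated. Only 8 splits separate the libraries of each number, too few for a p under 0.05. By size of the rise Mybl2 was number 22 of the 23 transcription factor genes higher by more than 0.5. After TMM scaling, added after seeing the data, it was number 23 of 32, with a log2 fold change of 0.57. On the recovered reads this was 0.60 with DESeq2 and 0.60 with edgeR and the size factors of DESeq2. On the log2(CPM + 1) scale it fell below 0.5 when control replicate 2 (0.48) or CHIR99021 replicate 1 (0.45), 3 (0.48) or 4 (0.49) was left out. With each library left out in turn, the adjusted p from limma stayed between 0.000178 and 0.00823. Within replicates 1 and 4 alone the log2 fold change was 0.56 (adjusted p = 0.00463), and within replicates 2 and 3 alone 0.45 (adjusted p = 0.0691). The authors' deposited comparison gives Mybl2 a log2 fold change of 0.599 and a false discovery rate of 0.000301.
Of 14 measured genes of the MuvB complex and its E2F and MYB partners, 3 rose and 1 fell (camera adjusted p = 0.535). Tfdp1 rose from 146 ± 9.47 to 198 ± 3.86 CPM (SD, n = 4 each; log2 fold change 0.43). E2f4 rose by 0.22, and Rbl2 fell from 33.9 ± 0.767 to 17.4 ± 1.20 CPM (-0.93, limma adjusted p = 7.22e-06).
Jag1 (ENSMUSG00000027276) lies on the minus strand of chromosome 2 from 137081456 to 137116644, with 26 exons and a coding length of 3654 bp. It had 162 ± 10.1 CPM (SD, n = 4) in control and 385 ± 32.7 CPM (SD, n = 4) in CHIR99021. The log2 fold change was 1.25 (standard error 0.071, 95% confidence interval 1.09 to 1.40, limma adjusted p = 1.44e-06). The exact permutation test again gave p = 0.0286, with the same limit. Of genes listed for the medial side of the cochlear duct, whose place was not measured in these libraries, Fgf10, a growth factor gene, rose by 0.48. Prdm16, a transcription factor gene, fell by 0.37, and Tecta, which encodes a protein of the tectorial membrane, by 0.64. Of 10 medial genes, 2 rose, Mybl2 among them, and 5 fell (camera adjusted p = 0.535).
From its change in CHIR99021 and its expression on the medial side of the cochlea, the paper took Mybl2 as a potential Wnt-regulated gene. From the position of Mybl2 within the domain of PORCN (Fig. 3C) and its absence in cochleas that lack β-catenin (Fig. 3E), which are other samples, it concludes that Wnt signalling promoted Mybl2 on the medial side.

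**Figure D3:**
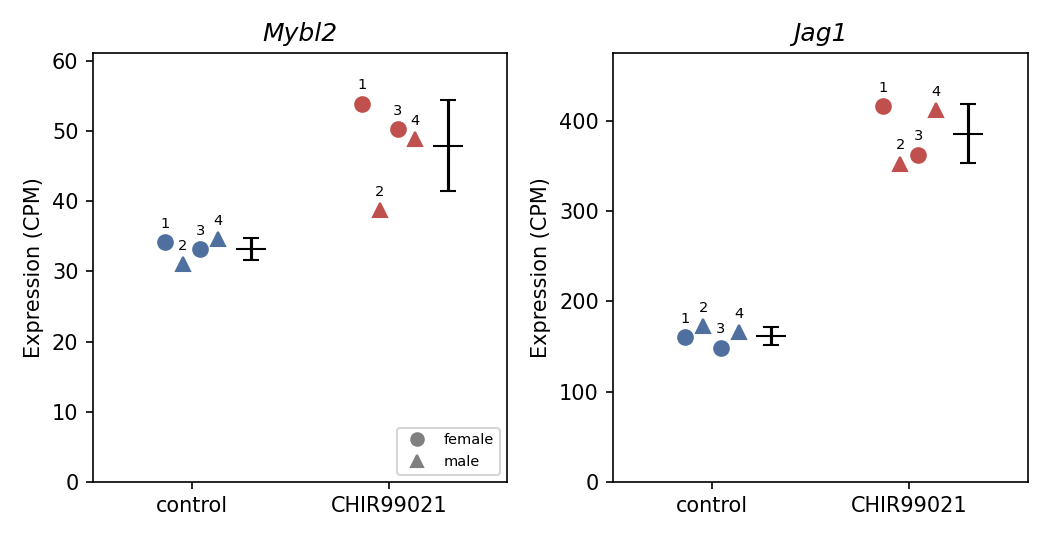
Expression in CPM (vertical axis, from 0) of Mybl2 and Jag1 in the 4 control and 4 CHIR99021 libraries, numbered by replicate, with circles for female and triangles for male. Black bars are the mean and SD of 4 libraries; for both genes each CHIR99021 library lies above each control library, for Mybl2 from 38.7 CPM against at most 34.5 CPM.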

We identified *Mybl2* from genes that encoded transcription factors with a significant log-fold change greater than 0.5. RNA-sequencing data have been deposited in GEO under accession number GSE256069.

### Histology

Embryos were decapitated and heads were fixed in 4% paraformaldehyde (PFA) (Electron Microscopy Sciences) overnight at 4°C. Embryo heads were processed through 10%, 20% and 30% sucrose solutions and placed in tissue freezing medium (General Data Healthcare) at the bottom of cryomolds and then flash frozen in liquid nitrogen. Embryos were embedded and sectioned to produce precise left-right symmetric sections to allow for precise and consistent domain quantifications. Cryofrozen tissue was sectioned at 12 µm on a Cryostar NX70 and mounted on Superfrost plus glass slides (Fisher Scientific). E18.5 wholemount cochleas were fixed in 4% PFA.

### Immunofluorescence and *in situ*-hybridization

Sectioned tissues were blocked with 2% donkey serum (Jackson ImmunoResearch) in PBS/0.5% Triton X-100 for 1 h at room temperature followed by primary antibody incubation overnight at 4°C. The following day, tissues were incubated with Alexa-conjugated secondary antibodies (1:500; A-11055, A-21082, A-21206, A-31573, A-11011 and A-21209) for 2 h at room temperature (Invitrogen) and nuclei were counterstained with DAPI (Abcam). Tissues were mounted with Fluoromount G mounting medium (Life Technologies Corporation). Primary antibodies included: rat anti-E-cadherin (1:250, ab11512, lot 1012145-3, Abcam), goat anti-Jagged1 (1:250, sc-6011, lot I2115, Santa Cruz Biotechnology), rat anti-Ki67 (1:250, 14-5698-82, lot 2196796, Invitrogen), goat-anti SOX2 (1:500, AF2018, lot KOY0421101, R&D Systems), rabbit anti-SOX2 (1:500, ab97959, lot GR3244869-1, Abcam), rabbit anti-Myosin VI (1:500, 25-6791, Proteus), rabbit anti-PORCN (1:250, PA5-43423, Invitrogen), sheep anti-PRDM16 (1:250, AF6295, R&D Systems), rabbit anti-p27^Kip1^(1:250, RB9019-P0, NeoMarkers). Antigen retrieval was performed for Ki67 immunolabeling with 10 mM sodium citrate/0.05% Tween 20 buffer at pH 6.0 for 15 min at 99°C. RNAscope for *Mybl2* was performed according to the manufacturer's protocol (Advanced Cell Diagnostics). The probe used to detect transcripts was Mm_Mybl2 (563211).

### Data acquisition and image processing

Image acquisition was performed using a Zeiss LSM800 confocal microscope at The Jackson Laboratory Microscopy core and on a brightfield/epifluorescence Olympus BX51 microscope with a Spot insight CMOS camera used to acquire images at 20× and 40×. *Z*-stacks were analyzed using FIJI software (National Institutes of Health). Measurements were made on raw image data. For figure preparation, TIFF images were processed in Adobe Photoshop and assembled in Adobe Illustrator.

### Data analysis and quantification

Spatial profile analyses were performed along the floor of the cochlear duct using the FIJI software. Profile expression data were plotted along the total widths of the respective cochleas, averaged across samples and plotted in R. The total width of the cochlea was measured from the medial edge to the lateral edge on the luminal side. Fluorescence intensity data was normalized between 0 and 1 with intensity minima at 0 and intensity maxima at 1. Profile plots were compiled across eight cochleas.

Domain size measurements were performed using FIJI. Thresholding was used to determine comparable fluorescence levels demarcating domain boundaries and the widths of the domains were measured between these boundaries. The widths of the IS and MS domains using JAG1 and SOX2 as MS markers were normalized to the width of the medial compartment of the cochlea and the widths of the OS and LS domains were normalized to the width of the lateral compartment of the cochlea. PRDM16 and Ki67 domain widths were normalized to the total width of the cochlear epithelium. JAG1 immunolabeled the MS domain, E-cadherin and SOX2 immunolabeling were used to determine the lateral boundary of the LS. The size of the total SOX2 domain and total Ki67 fluorescent levels on E15.5 was determined in FIJI by setting a minimum threshold and measuring the area and intensity of the signal, respectively. On E18.5, orthogonal projections were generated in FIJI, a threshold was set, and the total SOX2 area and intensity were measured. All area and total intensity data were normalized to the respective control mean values. The ectopic IHCs are HCs that were observed medially to the main aligned single row of IHCs and were counted along the total length of the cochlea. Wholemount images were shown as both maximum projections and orthogonal optical sections.

Quantifications were performed on a minimum of 15 sections from at least six cochleas per condition (exact number of sections and cochleas are stated in the legends of each figure). All data fit normal distributions. Statistical analysis between control and cKO cochleas was performed in R by independent two-tailed Student's *t-*test. To compare the three groups on E18.5 [‘no Cre’ control, *Sox2Cre^ER^*^(+/−)^ and *Sox2Cre^ER^;Mybl2* cKOs] we performed a one-way ANOVA, followed by a post-hoc, Tukey test to compare each group with one another. Corrected *P*-values were calculated and applied for multiple comparisons.

## Supplementary Material

10.1242/develop.202635_sup1 Supplementary information

# Supplementary material for: A cochlear progenitor pool influences patterning of the mammalian sensory epithelium via MYBL2
**Source:** Development. 2024 Sep 10;151(17):dev202635. doi: 10.1242/dev.202635
**Supplement:** Supplementary information

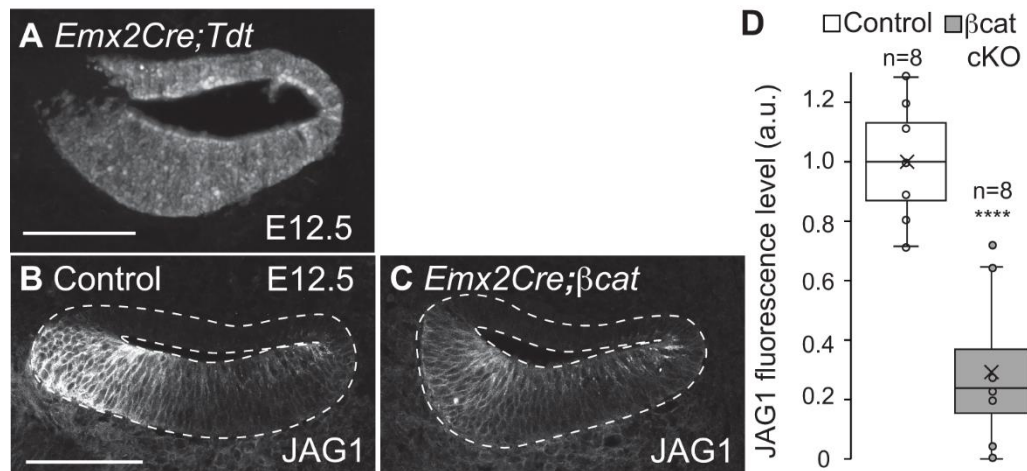

Fig. S1. JAG1 is regulated by the Wnt signaling pathway.

(A) TDT expression upon *Emx2Cre* mediated recombination on E12.5. (B, C) Control cochlea shows JAG1 expression on the medial edge, while early loss of *β-cat* resulted in a decrease in JAG1 expression on E12.5. (D) Quantification of total JAG1 intensity in control and *Emx2Cre;β-cat* cKOs on E12.5. (N = 8 cochleas, n = 12 sections per condition, Students two-tailed t-test p-value = 1.04e-7). Scale bar = 100μm

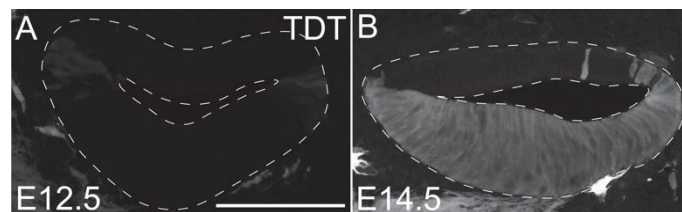

Fig. S2. *Isl1Cre* mediated recombination on E12.5 and E14.5.

(A) TDT expression is absent in the cochlea on E12.5 in *Isl1Cre^(+/-);Tdt* cochleas. (B) TDT expression shows Cre recombination in the mid turn of the E14.5 *Isl1Cre^(+/-);Tdt* cochlea. Scale bar = 100μm

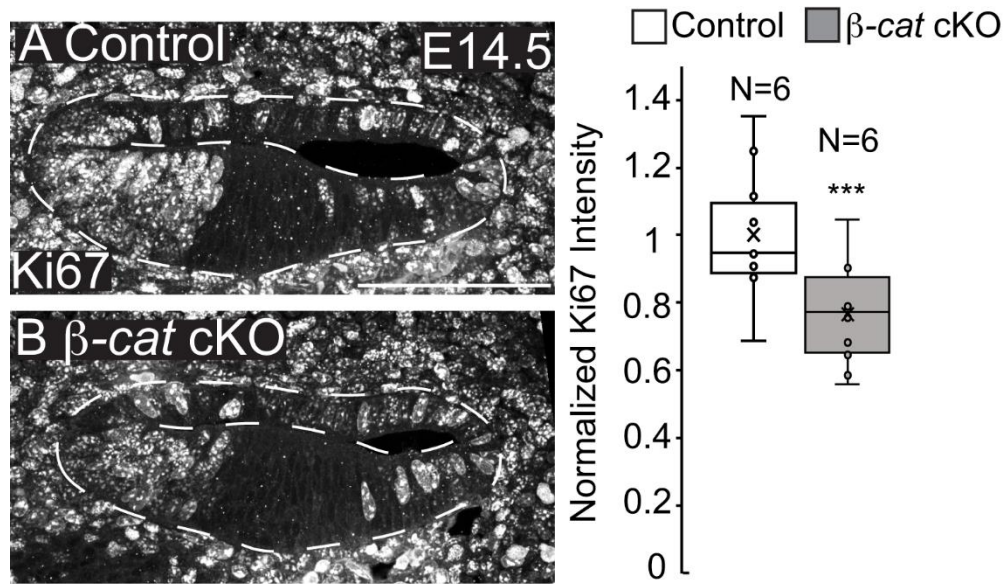

Fig. S3. Loss of β -catenin decreased proliferation in the IS domain.

(A) Ki67 labels proliferating cells in the cochlear epithelium in control cochlea on E14.5. (B) Ki67 is decreased in *Isl1Cre;β-cat cKO* cochlea on E14.5. (C) Quantification of total Ki67 levels in control and *Isl1Cre;β-cat cKO* cochleas on E14.5. (N =6 cochleas, 10 sections per condition, Students two-tailed t-test p-value = 0.008). Scale bar = 100μm

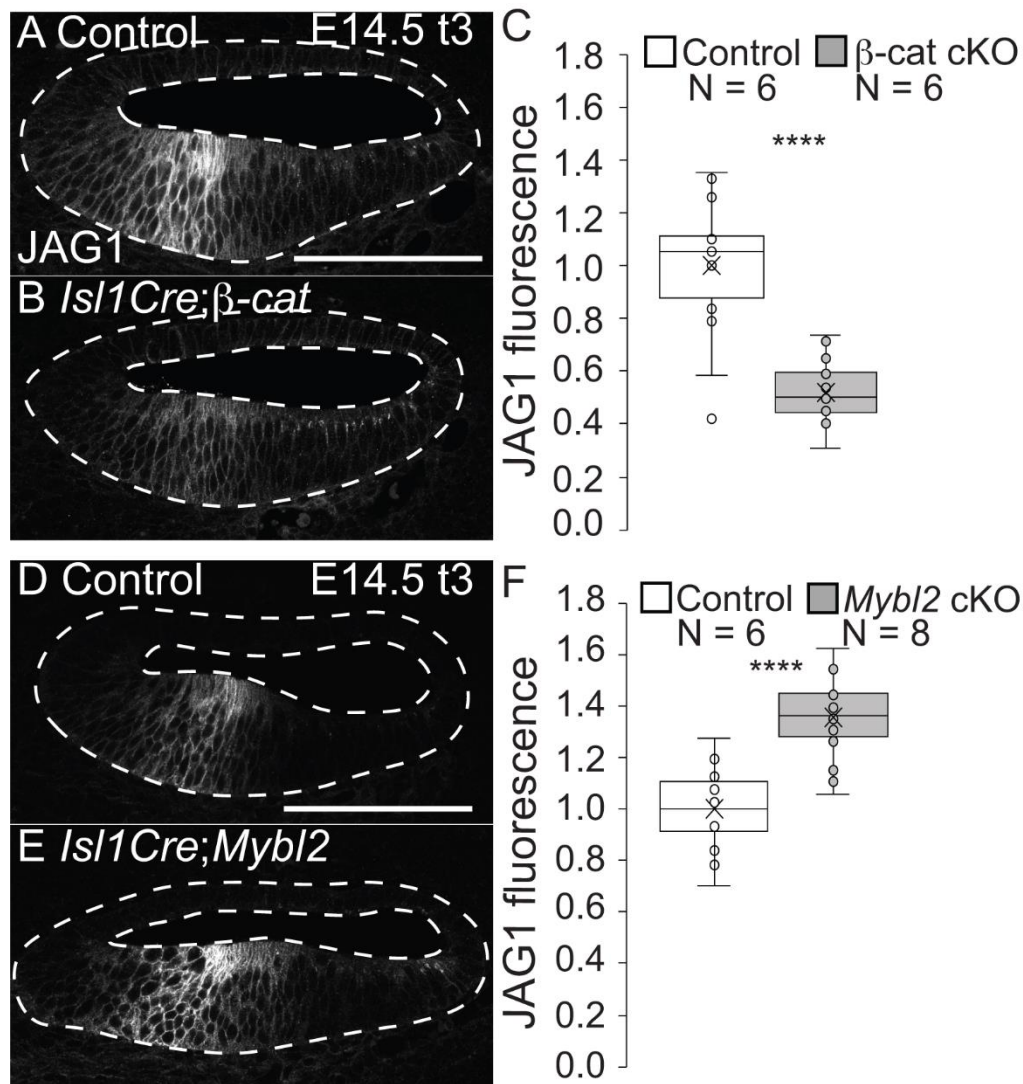

Fig. S4. JAG1 is positively regulated by Wnt signaling and suppressed by MYBL2.

(A) JAG1 expression in the apical turn of control cochlea on E14.5. (B) JAG1 levels are decreased in *Isl1Cre;β-cat* cKOs. (C) Quantification of JAG1 fluorescent intensity in apical control and *Isl1Cre;β-cat* cKOs on E14.5. (Control N = 6 cochleas, 14 sections; *β-cat* cKO N = 6 cochleas, n = 16 sections, Students two-tailed t-test p-value = 4.5e-7). Scale bar = 100μm). (D) JAG1 expression in apical turn in littermate control on E14.5. (E) JAG1 levels are increased in *Isl1Cre;Mybl2* cKOs. (F) Quantification of JAG1 fluorescent intensity in apical control and *Isl1Cre;Mybl2* cKOs on E14.5. (Control N = 6 cochleas, 16 sections; *Mybl2* cKO N = 8 cochleas, n = 15 sections, Students two-tailed t-test p-value = 1.7e-6). Scale bar = 100μm).

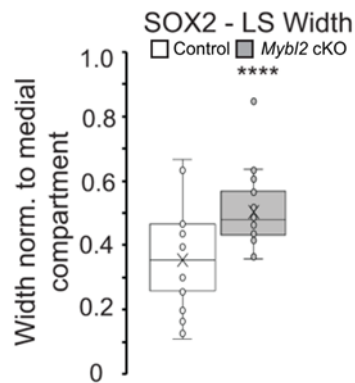

Fig. S5. SOX2 domain width is increased in *Mybl2* cKOs.

Quantification of SOX2-LS width in control and *Sox2Cre^{ER};Mybl2* cKO cochleas on E15.5. p-value = 2.3×10^{-4} . **** P-value $< 5 \times 10^{-4}$.

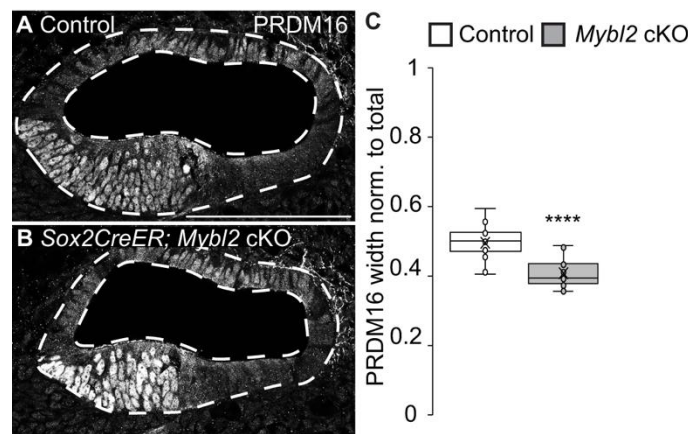

Fig. S6. The size of the PRDM16-positive domain is decreased in *Sox2Cre^{ER};Mybl2* cKO cochleas on E15.5.

(A) PRDM16 is expressed in the IS domain in control cochlea on E15.5. (B) The IS domain is decreased in the *Sox2Cre^{ER};Mybl2* cKOs. (C) Quantification of PRDM16 domain in control and *Sox2Cre^{ER};Mybl2* cKOs. (Control N = 6, n = 24 sections; *Mybl2* cKO N = 6, n = 25 sections). Two-tailed students' t-test and Bon Ferroni correction factor were applied for multiple comparisons to determine significance. p-value = 3.26×10^{-9} . P-value $< 5 \times 10^{-4}$ indicated by ****.

Scale bar = 100 μ m

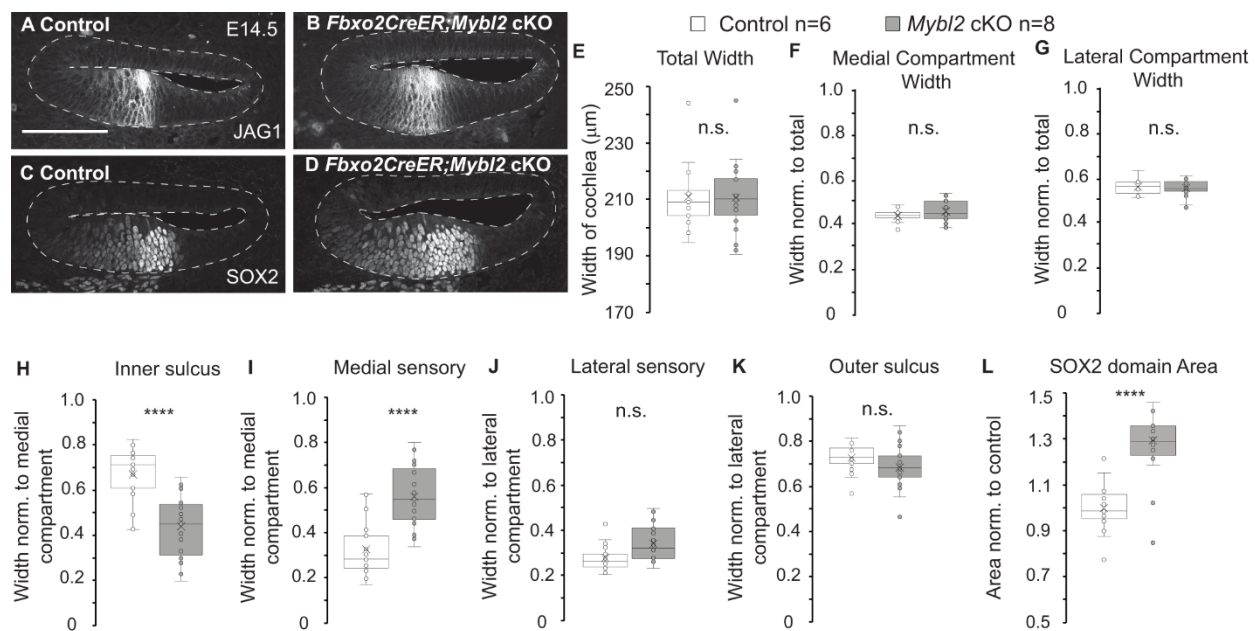

Fig. S7. *Fbxo2Cre^{ER};Mybl2* cKOs also show an increase in the MS domain width.

E14.5. (D) SOX2 labeling was expanded in *Fbxo2Cre^{ER}; Mybl2* cKO cochleas. (E- L)

Quantification of domain sizes in control and *Fbxo2Cre^{ER}; Mybl2* cKOs on E14.5 (Control N =

6, n = 17 sections, *Mybl2* cKO N = 8, n = 21 sections). ****P<5e-4 (two-tailed Students t-test was performed for each quantification and Bon Ferroni correction factor was applied for multiple comparisons for determining significance. (E) Total Width was not significant, p-value = 0.98 (F-G) Medial Compartment Width, p-value = 0.14 and lateral Compartment Width, p-value =

0.60 were not significant. (H) Inner Sulcus p-value = 3.6e-6, (I) Medial Sensory domain p-value

= 3.6e-6. (J) Lateral Sensory domain p-value = 0.007. (K) Outer Sulcus p-value = 0.15, (L)

SOX2 domain p-value = 8.6e-6. Scale bar = 100μm

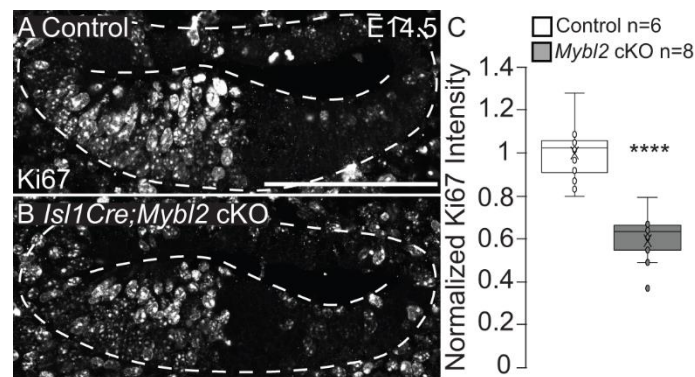

Fig. S8. *Isl1Cre;Mybl2* cKO decreased proliferation in the IS domain.

(A) Proliferating cells labeled with Ki67 in control cochlea on E14.5. (B) Ki67 labeling is decrease in *Isl1Cre;Mybl2* cKOs on E14.5. (C) Quantification of total Ki67 levels in control and *Isl1Cre;Mybl2* cKOs on E14.5. (Control N = 6 cochleas, 16 sections; *Mybl2* cKO N = 8 cochleas, n = 17 sections, Students two-tailed t-test p-value = 2.5e-11). Scale bar = 100μm).

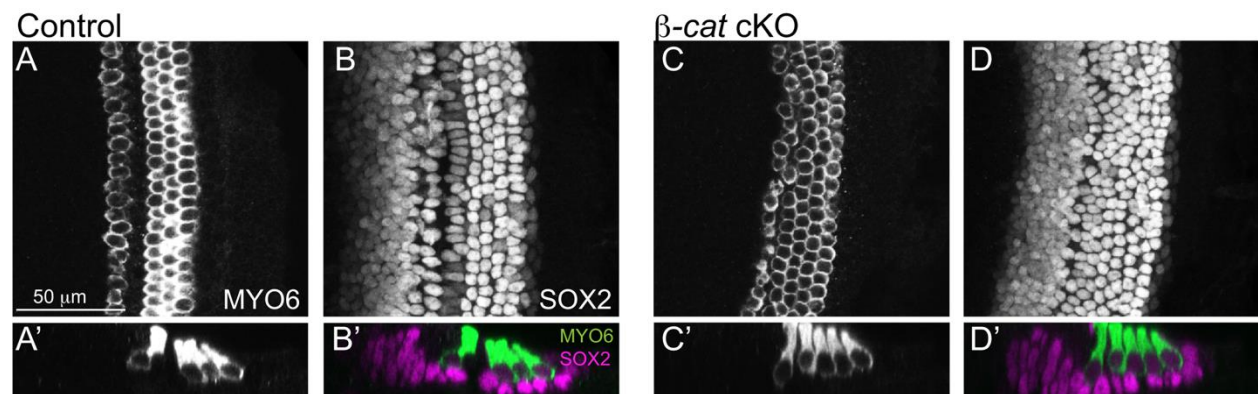

Fig. S9. Loss of β -cat between E12.5 and E14.5 impacted on radial patterning by E18.5.

(A) MYO6 immunolabels a single row of IHCs and three rows of OHCs in control cochlea on E18.5. (B) SOX2 immunolabels the supporting cells in the control cochlea. (A'-B') Optical cross-section of MYO6 and SOX2 labeling in A'-B'. (C-D) MYO6 and SOX2 immunolabeling in *Isl1Cre;β-cat* cKOs on E18.5 show additional HCs, labeled by MYO6. (C'-D') Optical cross-section of C-D.

How the deposited data were processed for this re-analysis (not part of the article)

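Polyadenylated, strand-specific RNA libraries of 75 bp paired-end fragments from 8 cultured cochlear explant samples were used. They were 4 control and 4 treated with 10 μM CHIR99021 for 6 h. Each group held 2 female and 2 male per the labels. The paper gives the stage as E14.0. The labels give both E14.0, as the source, and E12.5 explants on culture day 1. The authors mapped the reads to GRCm38 with HISAT2. The paper's text names neither the counter nor the test behind the authors' comparisons. The deposited table holds 1 line per gene, without pooling of replicates. Its expression values are CPM as the authors computed them, with the reads they assigned as the total, and 99.7% of that total falls on the genes in the table. The authors also deposited a fold ratio of CHIR99021 over control, for the 8 libraries and for each sex, as ratio values. The deposited log2 fold changes of these comparisons hold a spreadsheet error where the fold is 0. The deposited p-values and false discovery rates belong to the same comparisons, and for genes at 0 in each library of a comparison the authors' FDR is a placeholder of 0, so those genes were left out of any count of the authors' calls.

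The samples were assigned to condition, sex and replicate from the labels. Gene identifiers were matched to GENCODE M21 (Ensembl 96), which held 99.5% of them (42545). In the deposited CPM, the step that 1 read is worth was found per library, and 100% of the values were whole numbers of reads within 0.001 read. The total reads implied by that step had a median of 82.1 M reads in control and 69.1 M reads in CHIR99021. Over the 8 libraries it was 73.5 M reads, where the paper states a sequencing depth of 60 M. Whether the implied total counts single reads or pairs is not stated. A single read was worth 0.0112 to 0.0154 CPM, so counting noise was small for genes at a mean CPM of 1 or more. Chromosome Y genes summed to 5.20 to 14.6 CPM in the libraries labelled female and 258 to 344 CPM in those labelled male.

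Before the data were examined, the comparisons, thresholds, 27 gene lists, the 33 lines that define the transcription factor families and most alternatives were fixed. The test fixed for a table of CPM was limma with a trend on log2(CPM + 1) for genes with a mean CPM of at least 1 (14264 genes), with Benjamini-Hochberg adjustment at 0.05. It was kept as the main test although reads could be recovered. The log2 threshold of 0.5 was applied to the estimated fold change. The base of the paper's log-fold change is not stated in its text, and base 2, that of the authors' deposited fold changes, was used. With the threshold read as a natural logarithm, Mybl2 (0.51 on the log2 scale) would not pass it. Fold changes of log2(CPM + 1) understate changes in genes of low expression. Treatment was tested over the 8 libraries, sex with treatment as a covariate, and the difference in response between the sexes as an interaction. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the data. Mybl2 and Jag1 were also tested with an exact two-sided permutation test. Gene lists were written from general knowledge of the genes. The models were tested on simulated data with the same numbers of libraries: of genes changed by 0.5, 1 and 2 on the log2 scale, 50.0%, 87.7% and 100% were recovered for treatment and 48.5%, 85.1% and 100% for sex. For the interaction 4.48%, 26.2% and 92.4% were recovered. Unchanged genes that passed numbered 14 for treatment, beside 33, 57 and 63 recovered at those sizes. For sex they numbered 7, beside 32, 57 and 63, and for the interaction 12, beside 3, 17 and 61. The simulated libraries were drawn independently, without the correlation by replicate number seen in the real ones. The shares recovered need not hold for the real libraries.

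Genes were named by a rule: each gene of a list of those the paper names; the 10 highest and 10 lowest fold changes among the genes that passed with a mean CPM of at least 1 and no overlap between groups; the 10 transcription factor genes with the largest rise over 0.5; the 4 members of each list with the smallest p; the sex genes and 5 others with the smallest p for sex; and the 5 with the smallest p for the interaction. Other genes named were chosen after their values were seen. Not all of the genes that the rule covers have their values in the text, and the value of 1 of them is not reported here.

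Replicate numbers were checked for pairing between the groups. After the group means were removed, libraries of the same number correlated across genes with r of 0.51, 0.25, 0.35 and 0.34 for replicates 1 to 4, and the highest correlation with another number was lower for each. The labels do not state a pairing, so the main test has no block, and a replicate block was an alternative. With it 5908 genes passed for the treatment.

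The alternatives fixed beforehand were edgeR's quasi-likelihood test on the recovered reads with the size factors of DESeq2, DESeq2 itself, a pseudocount of 0.1, no filter on low values, a sex covariate, the replicate block, edgeR's test against the threshold (glmTreat), the threshold read as a natural logarithm, an estimated correlation for the lists, sex tested within each treatment group, and leaving out each library in turn. Added after seeing the data were TMM scaling of the CPM, edgeR with TMM, the authors' p-values adjusted over the genes tested, replicates 1 and 4 alone, replicates 2 and 3 alone, that division of the samples as a covariate for sex, the replicate block for the interaction, sex with the mean of the libraries of each number as the unit, and sex without the X and Y genes. On the recovered reads edgeR with TMM called 4600 genes (2324 higher and 2276 lower of 18116 tested). Results for conditions other than these 8 libraries are left out, since the deposited table holds no others.

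R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.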

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

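The tests of library size, of the gap in each treatment group, of genes with a read for small RNAs and of other splits of the libraries were chosen after the results were seen, as was the division into replicates 1 and 4 and replicates 2 and 3.

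Among 264 groups of 4 libraries, 15 had 1 library far from the other 3 by Dixon's test, where chance gives about 1 in 20, or 13.2. In the control group, replicate 3 had 7.76 CPM of Grin2a (the others 12.2 to 13.0), 20.8 CPM of Zfp503 (18.0 to 18.3), 5.44 CPM of Alas2 (the others from 3.29), 143 CPM of Mcm3 (133 to 134) and 2.04 CPM of Cx3cr1 (4.17 to 4.54). Control replicate 1 had 9.43 CPM of Adck3 (11.6 to 12.0), 21.4 CPM of Kcnj16 (23.4 to 23.8) and 7.86 CPM of Nefl (6.92 to 7.07). Control replicate 4 had 5.39 CPM of Tek (3.67 to 3.84), and control replicate 2 had 44.2 CPM of Ntrk2 (57.9 to 59.1). In the CHIR99021 group, replicate 1 had 12.2 CPM of Itga4 (13.5 to 13.6) and 17.5 CPM of Pmel (23.5 to 25.0). CHIR99021 replicate 3 had 10.8 CPM of Hbb-bs (16.3 to 16.9) and 19.7 CPM of Ntrk2 (27.6 to 28.8), and CHIR99021 replicate 4 had 173 CPM of Lef1 (181 to 182).

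In lists of genes the paper does not report from these libraries, camera with a preset correlation passed 4 beside the Wnt targets. These were genes of G1/S and DNA replication (adjusted p = 4.54e-12), of otic capsule cartilage (adjusted p = 0.00197), of the immediate early and stress response (adjusted p = 0.00302) and of spiral ganglion neurons (adjusted p = 0.0371). With an estimated correlation the lists did not pass, in that order with an adjusted p = 0.557, 0.557, 0.840 and 0.557. Of the 35 splits of the libraries into 4 and 4, 16 gave at least as many lists as the 5 of the real split, and the highest other gave 11, so chance cannot be excluded for the number of lists. The counts of single genes had no such rival: 4805 genes passed in the real split and at most 8 in any other (1 of 35 splits as large). Of genes changed by more than 0.5, 1692 passed in the real split and at most 8 in any other (1 of 35). For transcription factor genes higher by more than 0.5 the counts were 23 and 0 (1 of 35). For these 3 counts 1 of 35 is the smallest share that the splits allow. The other splits leave the treatment out of the model, where it adds to the spread and lowers their counts. Replicate numbers pair the libraries, and only 8 splits part each pair, too few for a share under 0.05. Among those the highest other gave 0 genes and 8 lists. The splits alone therefore do not exclude chance for these counts.

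Replicates 1 and 4 of both groups held 0.871 to 1.87% mitochondrial reads and 1471 to 2307 CPM of Malat1, against 0.450 to 0.753% and 359 to 1078 CPM in replicates 2 and 3. They also had a read for more genes. Thinned to equal reads, the lowest of these 4 samples still had 2060 more genes with a read than the highest of the other 4, which argues against library size. Without thinning the gap was 2140 genes in control and 2424 in CHIR99021, which restates that both groups hold samples of each kind and tests no explanation. More unspliced nuclear RNA is a candidate explanation that cannot be told apart from others. The ratio of replicates 1 and 4 to replicates 2 and 3 in CPM of small RNA genes was 1.39 in control and 1.47 in CHIR99021 inside expressed host genes, and 0.688 and 0.879 outside any gene. Inside was thus 2.02 and 1.67 times outside, in part because the ratio outside was below 1. The same ratio for the number of such genes with a read was 2.42 and 2.32 inside and 2.46 and 1.90 outside, in control and CHIR99021, so the measures part.

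For sex, 14 genes passed in the real split and 2 of 34 splits gave as many, so the number of genes alone does not exclude chance. The highest other split, of replicates 1 and 4 against 2 and 3, gave 539 genes, which points to a structure of the samples, and the remaining splits gave at most 1. With that structure as a covariate 15 genes passed for sex. Which genes passed is a separate matter: 13 of the 14 lie on X or Y, and the log2 difference of Xist was -8.04.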

How the results depend on the processing

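TMM scaling, edgeR with TMM, the authors' p-values, replicates 1 and 4 alone, replicates 2 and 3 alone, the replicate block for the interaction, sex with means per replicate number and sex without X and Y genes were chosen after seeing the data. Comparisons with an alternative were tallied for named genes other than Mybl2 and Jag1 and for the 5 lists that passed the main test. Of 2501, 2362 kept their direction and side of the threshold, 111 no longer passed, 17 newly passed and 11 turned direction. Lists that did not pass the main test are outside this tally, and some of them passed or turned direction in other settings. The share of calls that were higher was 36.5% in the main test and 50.8% with CPM scaled by TMM, a setting that changes only the scaling. That share was 51.6% with edgeR and the size factors of DESeq2 and 50.8% with DESeq2. Where other results moved, the cause was not tested.

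The count of 4805 genes was 1656 in replicates 2 and 3 alone and 2789 with the authors' p-values. The 1753 higher genes were 2772 with DESeq2, 1157 in replicates 1 and 4 alone and 608 in replicates 2 and 3 alone. The 3052 lower genes were 1048 in replicates 2 and 3 alone and 1452 with the authors' p-values. The 1692 genes changed by over 0.5 were 1046 in replicates 2 and 3 alone, 495 with glmTreat and 698 with the threshold as a natural logarithm. The 421 higher were 706 with edgeR and the size factors of DESeq2, 783 with DESeq2, 693 with edgeR and TMM, 192 with glmTreat and 186 as a natural logarithm. The 1271 lower were 737 in replicates 2 and 3 alone, 303 with glmTreat and 512 as a natural logarithm. The 23 transcription factor genes were, in these settings, 40, 41 and 39 on the recovered reads, 14 in replicates 2 and 3 alone, 10 with glmTreat and 11 as a natural logarithm. Mybl2 was not among the 11 of the natural logarithm. In replicates 2 and 3 alone Mybl2 had 0.45 (limma adjusted p = 0.0691). The 5 lists were 0 with an estimated correlation. The 14 sex genes were 8 with no filter, 44 with DESeq2, 7 in CHIR99021 alone, 7 with the mean of each replicate number, and 0 without the X and Y genes. The 0 interaction genes were 4 with DESeq2 and 2 with the replicate block.

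With each library left out in turn, 3898 to 4595 genes passed (1369 to 1723 higher, 2501 to 2872 lower), and 1589 to 1801 changed by over 0.5 (410 to 468 higher, 1179 to 1333 lower). The transcription factor genes were 20 to 28, Mybl2 had 0.45 to 0.60, Jag1 1.21 to 1.29, and the lists were 4 to 7. Sex genes were 8 to 15 (9 without control replicate 2, 8 without control replicate 4 and 9 without CHIR99021 replicate 3). Interaction genes were 0 to 1 (1 without control replicate 4, CHIR99021 replicate 1 or CHIR99021 replicate 4). The spiral ganglion list did not pass without control replicate 3 (0.0792) or CHIR99021 replicate 2 (0.0933).

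Signs turned for genes that did not pass the test. Porcn had 0.000103 with edgeR and the size factors of DESeq2, 1.46e-05 with DESeq2 and -0.16 to 0.034 with each library left out (0.034 without CHIR99021 replicate 3). Ctnnb1 had 0.047 with those size factors and 0.047 with DESeq2, 0.044 with edgeR and TMM and 0.039 with CPM scaled by TMM. Within replicates 1 and 4, Alas2 had 0.086, Hbb-bt 0.00262 and Hbb-y 0.062, and Hbb-y had -0.22 to 0.052 with each library left out (0.052 without control replicate 3).

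With a replicate block 5908 genes passed. Among the results named by rule it newly passed with limma Mki67 (adjusted p = 0.0240), Insm1 (0.0169), Gas1 (0.0029) and Dct (0.0483). With camera it newly passed the lists of FGF response (0.0495) and G2/M (0.0158), which had 0.840 and 0.857 with an estimated correlation and no block. For the interaction it newly passed Hmgn2-ps1 (0.0236) and, outside the rule, Rpl3-ps1 (0.0237). It changed no other call of a gene named by rule or of a list. Depth limits low genes most: at 1 CPM a library held 64.9 to 89.3 reads.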

Differences from the paper's values

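The tests without the X and Y genes, with means per replicate number and with a block for the response were chosen after the result was seen.

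The paper's sequencing depth of 60 M reads stands beside a median of 73.5 M reads assigned per library, as implied by the CPM. The libraries are paired-end and the unit of the assigned total is not stated, so these are unlike measures. Libraries per group were 4 in both. The rise of Mybl2 over 0.5 that the paper states was 0.51 here with limma and 0.60 with DESeq2. The paper states that sequencing at these stages did not reveal differences between the sexes. Between male and female libraries 14 genes differed at an adjusted p under 0.05 with limma, 13 of them on the X or Y chromosome, such as Xist with a log2 difference of -8.04 (male over female). The autosomal gene was Apcdd1 (0.40, adjusted p = 0.0119). With p-values adjusted without the X and Y genes, chosen after seeing the values, 0 of 13738 passed with limma. With the mean of the libraries of each number as the unit, also chosen after seeing the values, 7 passed, all 7 on X or Y. At an unadjusted p under 0.05 from limma there were 609 of 14264 genes on all chromosomes. Libraries of the same number correlated but were counted as independent, so that share cannot be set against the 0.05 of chance. With the means per number there were 303. DESeq2 passed 44, with libraries of the same number counted as independent. For the response to CHIR99021, 0 genes differed between the sexes with limma (181 at an unadjusted p under 0.05), 0 with edgeR, 4 with DESeq2 and 2 with a replicate block. The limma test without a block is strict here, since libraries of the same number correlated.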

Other observations

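The test of a larger share of proliferating cells, TMM scaling and the division into replicates 1 and 4 and replicates 2 and 3 were chosen after the results were seen. As a scale for the counts below, 1753 of the 14264 genes tested were higher and 3052 lower with limma, and 2442 and 2361 after TMM scaling.

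Genes of G1/S and DNA replication rose, and no gene of G2/M rose. Of 32 G1/S genes, 24 were higher and 1 lower at an adjusted p under 0.05 from limma (24 and 1 when adjusted over the list alone; camera adjusted p = 4.54e-12, and adjusted p = 0.557 with an estimated correlation). Cdc6 and Cdt1, which load the replicative helicase, rose by 0.77 and 0.66 on the log2 scale. Mcm3, a subunit of that helicase, rose from 136 ± 4.64 to 205 ± 19.5 CPM (SD, n = 4 each), and Chaf1b, of the factor that assembles chromatin behind the fork, from 33.6 ± 1.41 to 56.2 ± 5.36 CPM. The 1 lower gene was Gins4 (-0.36). Of 30 G2/M genes, 0 rose and 6 fell with limma, 3 after TMM scaling (4 when adjusted over the list alone; camera adjusted p = 0.0616, and 0.0158 with the replicate block). The G2/M list also passed camera without control replicate 2 (0.0172) or CHIR99021 replicate 1 (0.0107) or 3 (0.0252). With an estimated correlation camera gave it an adjusted p of 0.857. Nusap1, a spindle protein gene, fell from 54.5 ± 5.32 to 33.7 ± 4.14 CPM (log2 fold change -0.68), and Ccnb2, a mitotic cyclin gene, by 0.41. Mki67, a general marker of cycling cells, had -0.28 and did not pass (adjusted p = 0.159, and 0.0240 with the block).

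The medians of the G1/S and G2/M lists lay 0.56 apart on the log2 scale, and 0.55 apart once the trend with GC content and transcript length was removed, which argues against that trend as the cause. A larger share of cells in all phases of the cycle would raise both lists, but the G2/M median lay at -0.12 relative to all genes tested. Cells that entered the cycle during the 6 h need not have reached G2/M. The value therefore does not decide on a larger share of proliferating cells. A rise in entry into S phase or in E2F activity within 6 h may underlie the difference and was not tested further.

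Of 6 genes of inhibitors of cyclin-dependent kinases, 1 rose and 3 fell (1 and 4 when adjusted over the list alone; 1 and 2 after TMM scaling; camera adjusted p = 0.535). Cdkn1a rose from 78.9 ± 12.0 to 135 ± 17.1 CPM (SD, n = 4 each; log2 fold change 0.78). Cdkn1b, which marks the sensory cells that leave the cell cycle, fell from 126 ± 7.86 to 87.2 ± 3.03 CPM (-0.53), and Cdkn1c fell by 0.57. Cdkn2c had -0.40 (adjusted p = 0.0383), and did not pass without control replicate 3 (0.0902) or 4 (0.0798) or without CHIR99021 replicate 1 (0.0566), 2 (0.0575), 3 (0.0665) or 4 (0.105). Of 16 p53 targets, 2 rose and 5 fell (3 and 5 over the list alone; 4 and 4 after TMM scaling; camera adjusted p = 0.796), with Aen, a nuclease gene, at 0.80 and Trp53inp1, of autophagy, at -0.99. Of 18 immediate early and stress genes, 5 rose and 1 fell (8 and 1 over the list alone; 8 and 0 after TMM scaling; camera adjusted p = 0.00302, and adjusted p = 0.840 with an estimated correlation). That list did not pass within replicates 2 and 3 alone (adjusted p = 0.0901). Asns, an enzyme of the amino acid response, had 0.54 and Ier2 0.48.

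Several markers of cell types around the cochlear duct fell. Of 14 genes of otic capsule cartilage, 0 rose and 8 fell (0 and 9 when adjusted over the list alone; camera adjusted p = 0.00197, and adjusted p = 0.557 with an estimated correlation). Lect1, which encodes a cartilage matrix protein, fell from 602 ± 27.4 to 230 ± 23.3 CPM (SD, n = 4 each; log2 fold change -1.39), and Sox6 and Sox9, transcription factor genes of cartilage, had -0.79 and -0.42. Of 14 spiral ganglion genes, 1 rose and 5 fell (1 and 6 over the list alone; camera adjusted p = 0.0371, and adjusted p = 0.557 with an estimated correlation). The spiral ganglion list did not pass without control replicate 3 (0.0792) or CHIR99021 replicate 2 (0.0933), nor within replicates 1 and 4 alone (0.0801). Stmn2, a regulator of axonal microtubules, fell from 18.2 ± 3.50 to 7.49 ± 0.656 CPM (-1.16), and Ntrk2, a neurotrophin receptor gene, by 1.05. Of 9 genes of glia, 1 rose and 6 fell (1 and 4 after TMM scaling; camera adjusted p = 0.0581, and adjusted p = 0.557 with an estimated correlation). The glia list passed camera after TMM scaling (0.0327), within replicates 2 and 3 alone (0.0219), and without control replicate 1 (0.0483) or CHIR99021 replicate 1 (0.0214) or 3 (0.0453). Erbb3, a neuregulin receptor gene, had -0.64 and Ngfr, a neurotrophin receptor gene of immature glia, 1.62. Isl1 is also in the prosensory list, so its fall counts in both.

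Other lists went both ways or had few calls. Of 16 genes of periotic mesenchyme 3 rose and 5 fell (camera adjusted p = 0.903), with Prrx1 at 0.78 and Pdgfra, a growth factor receptor gene, at -0.77. Of 12 epithelial genes 2 rose and 4 fell (0.444), with the laminin gene Lama1 at 1.00 and the keratin gene Krt19 at -1.21. Of 10 genes of the lateral wall and roof 2 rose and 6 fell (0.607), the former Msx1 and Msx2, and Bmp4, a growth factor gene, had -0.78. Of 9 hair cell genes 1 rose and 2 fell (0.933). The myosin gene Myo6 had -0.33 and an adjusted p of 0.00909, and 0.0549 and 0.0519 within replicates 1 and 4 and within replicates 2 and 3. Of 12 endothelial and pericyte genes 0 rose and 2 fell (0.750), of 11 macrophage genes 0 and 2 (0.535; 0 and 1 after TMM scaling), of 5 melanocyte genes 1 and 1 (0.535; 1 and 0 after TMM scaling) and of 8 erythroid genes 0 and 0 (0.750). Without control replicate 1, 2 or 4 or CHIR99021 replicate 1 or 3, the macrophage gene Cx3cr1 (adjusted p up to 0.116) and the melanocyte gene Mitf (up to 0.128) did not pass. For signalling pathways, 4 of 12 FGF response genes rose and 2 fell (0.0592, and 0.0495 with the replicate block; 5 and 1 after TMM scaling). The FGF list also passed without control replicate 2 (0.0266) or CHIR99021 replicate 2 (0.0245), and within replicates 1 and 4 alone (0.0129). With an estimated correlation camera gave the FGF list an adjusted p of 0.840. BMP response had 2 and 2 of 14 (0.435; 4 and 2 after TMM scaling), and Hedgehog response 1 and 2 of 8 (0.444), with the coreceptor gene Boc at -0.87. None of 5 sex chromosome genes changed with treatment by limma (0.760).

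Among the genes that fell most were known targets of FOXO transcription factors, such as Klhl24. In a list of 33 such genes 27 fell and 0 rose with limma. The list was written after 10 of them had been seen to fall. Among the 10 are Rbl2, Cdkn1b and Trp53inp1, whose falls also count in other lists. Of the 23 others, 17 fell and 0 rose (median log2 fold change -0.49). The 17 include Foxo3 and Foxo4, which encode FOXO factors themselves. Camera on those 23 gave p = 0.0150 with an estimated correlation, 2.00e-06 with a preset one and 0.0178 with the estimate and the replicate block. These p-values are not adjusted, unlike those of the 27 fixed lists. Before adjustment camera with an estimated correlation gave the Wnt targets p = 0.00736, which became 0.199 over the lists. Over the 33 genes the median was -0.54, and -0.48 after TMM scaling and -0.50 after removal of the trend with GC content and transcript length, and over the 23 genes it was -0.43 after either, which argues against scaling and that trend as the cause. Lower FOXO activity under CHIR99021 may explain the falls, as a hypothesis found and tested in the same libraries. A loss of cell types that express these genes was not tested and stays open.

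The paper cites earlier work in which CHIR99021 raised Jag1 in E12.5 explants after 6 h and lowered it in explants treated 1 day later. In these libraries, whose labels give both E14.0 and E12.5 explants on culture day 1, Jag1 had a log2 fold change of 1.25 and was higher in 4 of 4 CHIR99021 libraries than in each control. Those are other samples, and the difference was not tested.

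Gm2606 had 289 CPM in control replicate 2 and 0.371 to 1.06 CPM in the other 7 libraries, and Gm3055 had 4.42 CPM in the same library. The authors' table gives Gm2606 a false discovery rate of 2.72e-257. Of 2244 of the authors' calls among the genes tested, 2119 passed here in the same direction.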
